# Sky1 regulates the expression of sulfur metabolism genes in response to cisplatin

**DOI:** 10.1099/mic.0.078402-0

**Published:** 2014-07

**Authors:** Silvia Rodríguez-Lombardero, Ángel Vizoso-Vázquez, Luis J. Lombardía, Manuel Becerra, M. Isabel González-Siso, M. Esperanza Cerdán

## Abstract

Cisplatin is commonly used in cancer therapy and yeast cells are also sensitive to this compound. We present a transcriptome analysis discriminating between RNA changes induced by cisplatin treatment, which are dependent on or independent of *SKY1* function – a gene whose deletion increases resistance to the drug. Gene expression changes produced by addition of cisplatin to W303 and W303-Δ*sky1* cells were recorded using DNA microarrays. The data, validated by quantitative PCR, revealed 122 differentially expressed genes: 69 upregulated and 53 downregulated. Among the upregulated genes, those related to sulfur metabolism were over-represented and partially dependent on Sky1. Deletions of *MET4* or other genes encoding co-regulators of the expression of sulfur-metabolism-related genes, with the exception of *MET28*, did not modify the cisplatin sensitivity of yeast cells. One of the genes with the highest cisplatin-induced upregulation was *SEO1*, encoding a putative permease of sulfur compounds. We also measured the platinum, sulfur and glutathione content in W303, W303-Δ*sky1* and W303-Δ*seo1* cells after cisplatin treatment, and integration of the data suggested that these transcriptional changes might represent a cellular response that allowed chelation of cisplatin with sulfur-containing amino acids and also helped DNA repair by stimulating purine biosynthesis. The transcription pattern of stimulation of sulfur-containing amino acids and purine synthesis decreased, or even disappeared, in the W303-Δ*sky1* strain.

## Introduction

Cisplatin (*cis*-diaminodichloroplatinum) is commonly used in cancer therapy. The molecular mechanisms of cisplatin cytotoxicity include the binding of the drug to DNA and non-DNA targets, and the subsequent induction of cell death. The binding of cisplatin to DNA may interfere with normal transcription and/or DNA replication mechanisms that would trigger the cytotoxic effect. However, it is known that only 5–10 % of covalently bound cisplatin is found in the DNA fraction, whereas the rest interacts with proteins and other molecules (Basu & Krishnamurthy, 2010; Fuertes *et al.*, 2003). Cisplatin resistance is also a multi-factorial process, which might be influenced by changes in mismatch repair mechanisms or cell signalling, increased cisplatin detoxification, or failure to undergo apoptosis, among others (Basu & Krishnamurthy, 2010; Pérez, 1998).

*Saccharomyces cerevisiae* has been widely used as a powerful eukaryotic model to find genes related to cisplatin sensitivity (Burger *et al.*, 2000; Wu *et al.*, 2004) or cisplatin resistance (Huang *et al.*, 2005; Wu *et al.*, 2004) because libraries of mutant strains containing single deletions of all the genes present in this yeast genome are available. Frequently, genes identified in yeast and human models are coincident. This is the case with *SKY1* and *SRPK1*, which encode protein-specific serine–arginine (SR) kinases related to the cytotoxicity caused by cisplatin in yeast and human, respectively (Schenk *et al.*, 2001). *SRPK1* shows 53 % sequence similarity and is a functional homologue of *SKY1*, as shown by heterologous complementation of the cisplatin-resistant phenotype of a Δ*sky1* strain (Schenk *et al.*, 2001).

Interestingly, the responses to cisplatin and to a *SKY1* deletion both involve alterations in DNA repair pathways (Schenk *et al.*, 2002). Among the known targets of Sky1 are proteins related to mRNA export from the nucleus (Gilbert *et al.*, 2001; Windgassen & Krebber, 2003; Windgassen *et al.*, 2004) and RNA splicing (Dagher & Fu, 2001; Shen & Green, 2006). Therefore, important changes in cellular mRNA levels as a consequence of *SKY1* deletion should be expected.

Recently, the potential of transcriptome analyses to compare gene expression profiles under different conditions has been applied to find specific patterns related to cisplatin sensitivity (Cavill *et al.*, 2011; Wan *et al.*, 2010) or cisplatin resistance (Kim *et al.*, 2011; Wan *et al.*, 2010) in cancerous cells. The major advantage of using the yeast model for transcriptome analyses is that it allows the easy and simultaneous testing of cisplatin treatment and the loss of function of a specific gene. In this work, we present a genome-wide transcriptional study of *S. cerevisiae* W303 and W303-Δ*sky1* cells in the presence or absence of cisplatin. The effects of cisplatin treatment were further validated by quantitative (q)PCR. The functional significance of the transcriptome response is discussed with reference to the platinum, sulfur and glutathione content, and related to the results of cytotoxicity assays.

## Methods

### 

#### Strains.

The *S. cerevisiae* strain W303 (*MATa ade2-1 can1-100 his3-11,15 leu2-3,112 trp1-100 ura3-52*) and its derivative W303-Δ*sky1* have been described previously (Rodríguez Lombardero *et al.*, 2012) and were used in these analyses. The *S. cerevisiae* strains yMT-1465 (*ade2-1 can1-100 his3-1,15 leu2-3,112 trp1-1 ura3 met31* : : *TRP1 met32* : : *HIS3*), yMT1782 (*ade2-1 can1-100 his3-1,15 leu2-3,112 trp1-1 ura3 met28* : : *LEU2*), yMT1813 (*ade2-1 can1-100 his3-1,15 leu2-3,112 trp1-1 ura3-52met4* : : *TRP1*) and yMT1947 (*ade2-1 can1-100 his3-1,15 leu2-3,112 trp1-1 ura3 cbf1* : : *TRP1*) were also W303 derivatives and have been described previously (Lee *et al.*, 2010).

The knockout strain W303-Δ*seo1* was obtained by one-step replacement with the *LEU2* marker. The plasmid YCplac111 (Gietz & Akio, 1988) was used as a template to amplify a linear fragment containing the *LEU2* gene and two flanking regions of homology to the ORF ends of *SEO1* by PCR using the primers AVV199 (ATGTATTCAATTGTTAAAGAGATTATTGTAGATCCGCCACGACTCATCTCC) and AVV200 (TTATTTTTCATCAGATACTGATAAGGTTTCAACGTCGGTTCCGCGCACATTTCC). After transformation of the W303 strain with the amplified fragment, cells were selected in complete media without leucine. The correct replacement in the *S. cerevisiae* genome was verified by PCR as described previously (Tizón *et al.*, 1999) using primers designed inside the *LEU2* ORF and the flanking regions of *SEO1* external to the recombination event.

#### Cell culture and treatments.

The handling of yeast cells was carried out according to standard procedures. Three biological replicates of cultures and treatments were run. The yeast cells were pre-cultured overnight in 10 ml complete synthetic medium (SD) prepared as described by Zitomer & Hall (1976). The following day, the cells were inoculated at an initial OD_600_ 0.4 in 70 ml SD and grown in 250 ml Erlenmeyer flasks at 30 °C and 250 r.p.m. When cells reached OD_600_ 0.6, the cultures from each strain were divided into two aliquots of 25 ml (control and cisplatin treatment). Cisplatin was added to the treated cultures at a final concentration of 600 µM. The treatment was done at 30 °C and 250 r.p.m. during 4 h in darkness. The concentration of cisplatin and the time-course of the treatment were established previously in trial experiments. Under the selected conditions, cell survival was >80 % and an increase of 15 % survival was observed in the W303-Δ*sky1* strain versus the W303 strain.

#### RNA preparation and microarray analysis.

Three biological replicates of cultures and cisplatin treatments were run. RNA was extracted from a number of cells corresponding to OD_600_ 3 with the Aurum Total RNA Mini kit (Bio-Rad) following the manufacturer’s instructions. Concentration and purity of RNA were evaluated by measuring the ratio *R* = *A*_260_/*A*_280_ (always in the range 1.7<*R*<2.1). RNA integrity was evaluated by the RIN parameter (RNA integrity number) with the 2100 Bioanalyser (Agilent Technologies) according to the manufacturer’s instructions. RIN was ~9 in all the samples.

Twelve GeneChip Yeast Genome 2.0 arrays from Affymetrix were used and processed in the GeneChip system with Autoloader from Affymetrix. We started from 100 ng total RNA from each sample for successive cDNA, antisense RNA generation, labelling with biotin and fragmentation using the GeneChip 3′ IVT Express kit. RNA fragmentation was monitored with the 2100 Bioanalyser, selecting conditions producing fragments from 35 to 200 nt with the majority 100–120 nt. Hybridization, washes and staining were done with the GeneChip HT Hybridization, Wash and Stain kit (Ambion). These kits included RNA poly-A controls (*lys*, *phe*, *thr* and *dap*) from *Bacillus subtilis* to monitor the target labelling process, and they served as sensitivity indicators of target preparation and labelling efficiency. They also included the hybridization controls, which comprise a mixture of biotinylated and fragmented RNA of *bioB*, *bioC* and *bioD* (genes from the biosynthesis of biotin in *Escherichia coli*) and *Cre* (recombinase from bacteriophage P1). These controls monitored the hybridization, washing and staining steps. Control oligo B2 was included to provide alignment signals for image analysis. Image capture and preliminary data analysis were carried out with Affymetrix Expression Console software (v.1.1).

#### Statistical data analysis and data mining.

Array data were normalized and summarized using the rma algorithm from Affymetrix. The data were analysed using the web suite Babelomics (version 4.3) (Medina *et al.*, 2010). Statistical analyses to identify differentially expressed genes (DEGs) were performed by using the LIMMA test (Smyth, 2005), a moderated *t*-test. The false discovery rate was estimated to correct values for multiple comparison (Benjamini & Hochberg, 1995) using an adjusted *P* = 0.05.

Gene descriptions and comparative analyses of lists from DEGs were obtained through Yeast Mine (http://yeastmine.yeastgenome.org/yeastmine/begin.do). The functional distribution of genes in the differentially regulated clusters was analysed using FunSpec (http://funspec.ccbr.utoronto.ca/) developed by Robinson *et al.* (2002). The MIPS Functional Catalogue Database (FunCatDB) was used in the analyses (http://mips.helmholtz-muenchen.de/proj/funcatDB/). For these analyses, a *P*<0.01 was selected. In the report of the analyses carried out with FunSpec (Tables 1–4), *k* is the number of genes from the input cluster in a given category and *f* is the total number of genes in a given category.

**Table 1.** Functional gene groups over-represented among genes whose expression in the W303 strain treated with cisplatin was higher than in the untreated strain

Category	*P*	In category from cluster	*k*	*f*
Methionine biosynthetic process [GO:0009086]	<1×10^−14^	*MET8 MET6 MET10 STR3 MET3 MET5 HOM6 MET14 MET1 MHT1 MET17 ADI1 MET2 MET22 MET16*	15	31
Cysteine biosynthetic process [GO:0019344]	3.786×10^−14^	*CYS3 MET10 CYS4 MET3 MET5 MET14 MET17 MET16*	8	12
Oxidation–reduction process [GO:0055114]	3.985×10^−7^	*MET8 AAD4 MXR1 AAD6 AAD16 MET10 FMO1 SER33 MET5 HOM6 MTD1 ADI1 ZWF1 MET16*	14	272
Cellular amino acid metabolic process [GO:0006520]	5.244×10^−7^	*CYS3 STR3 YHR112C SPS100 HOM6 MET17*	6	31
Amino acid transport [GO:0006865]	3.423×10^−6^	*AGP3 MUP1 MUP3 YCT1 MMP1 SAM3*	6	42
Sulfur compound metabolic process [GO:0006790]	3.395×10^−5^	*YHR112C OPT1 MET22*	3	7
Cellular aldehyde metabolic process [GO:0006081]	0.0001	*AAD4 AAD6 AAD16*	3	11
Transmembrane transport [GO:0055085]	0.0002	*SEO1 SUL1 AGP3 MUP1 VHT1 MUP3 OPT1 YCT1 MMP1 SUL2 SAM3*	11	303
*S*-adenosylmethionine biosynthesis [GO:0006556]	0.0003	*SAM2 SAM1*	2	3
Glycine catabolic process [GO:0006546]	0.0003	*GCV3 GCV1*	2	3
Glycine metabolic process [GO:0006544]	0.0006	*GCV1 SHM2*	2	4
Purine nucleotide biosynthetic process [GO:0006164]	0.0007	*ADE1 MTD1 ADE17*	3	18
Sulfate transport [GO:0008272]	0.001	*SUL1 SUL2*	2	5
Folic acid-containing compound biosynthesis [GO:0009396]	0.003	*MTD1 FOL1*	2	9
‘*De novo*’ IMP biosynthetic process [GO:0006189]	0.003	*ADE1 ADE17*	2	9

**Table 2.** Functional gene groups over-represented among genes whose expression in the W303 strain treated with cisplatin was lower than in the untreated strain

Category	*P*	In category from cluster	*k*	*f*
Translation [GO:0006412]	6.493×10^−13^	*RPS8A RPS9B RPS16B RPS17B RPS8B RPL24A RPL9A RPS26A RPL26B RPS0A RPL2B RPL16A RPL22A RPL6B RPS18B RPS1B RPL18B RPL18A RPS7A*	19	318
Maturation of SSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) [GO:0000462]	8.919×10^−5^	*RPS8A RPS9B RPS16B RPS8B RPS1B*	5	60
Ribosomal small subunit assembly [GO:0000028]	0.0001	*RPS17B NSR1 RPS0A*	3	14
Ammonium transport [GO:0015696]	0.0008	*ATO2 MEP3*	2	6
rRNA export from nucleus [GO:0006407]	0.0011	*RPS26A RPS0A RPS18B*	3	27
Gene conversion at mating-type locus, DNA double-strand break formation [GO:0000728]	0.0077	*HO*	1	1
Cytidine transport [GO:0015861]	0.0077	*FCY2*	1	1
Adenine catabolic process [GO:0006146]	0.0077	*AAH1*	1	1
Positive regulation of glycolysis [GO:0045821]	0.0077	*TYE7*	1	1
Tyrosine transport [GO:0015828]	0.0077	*TAT1*	1	1

**Table 3.** Functional gene groups over-represented among genes whose expression in the Δ*sky1* mutant strain was higher than in the W303 strain

Category	*P*	In category from cluster	*k*	*f*
Thiamine biosynthetic process [GO:0009228]	5.281×10^−5^	*THI13 THI5 THI11 THI12 THI20*	5	17
Fatty acid β-oxidation [GO:0006635]	0.0018	*POX1 POT1 TES1*	3	10
Cytochrome *c*-haem linkage [GO:0018063]	0.0020	*CYT2 CYC2*	2	3
NAD biosynthesis via nicotinamide riboside salvage pathway [GO:0034356]	0.0020	*URH1 PNP1*	2	3
Lipid metabolic process [GO:0006629]	0.0037	*YAT1 POX1 POT1 YJR107W IRS4 YSR3*	6	58
Response to stress [GO:0006950]	0.0059	*PAU8 ARO4 MRK1 DFM1 TOS3 PAU14 PAU1 DAN4 ICT1 FMP41*	10	152

**Table 4.** Functional gene groups over-represented among genes whose expression in the Δ*sky1* mutant strain was lower than in the W303 strain

Category	*P*	In category from cluster	*k*	*f*
rRNA processing [GO:0006364]	<1×10^−14^	*SPB1 NOP14 BFR2 FCF1 UTP6 SNM1 NOP16 NSA2 RAI1 NOP7 EFG1 RRP3 IMP3 MRT4 RRP14 EBP2 SOF1 FYV7 DIP2 NOP56 UTP21 UTP15 NOP2 DBP6 NOP58 MOT1 NAN1 BMS1 TIF6 MRD1*	30	195
Ribosome biogenesis [GO:0042254]	8.427×10^−14^	*SPB1 NOP14 FCF1 UTP6 NOP16 NSA2 NOP7 RRP3 IMP3 MRT4 RRP14 EBP2 SOF1 RIX7 DIP2 NOP56 RSA3 UTP21 UTP15 NOP2 DBP6 NOP8 NOC2 NOP58 NAN1 BMS1*	26	170
Dipeptide transport [GO:0042938]	0.0006	*DAL5 PTR2*	2	2
Cellular amino acid metabolic process [GO:0006520]	0.0010	*GDH3 CHA1 IRC7 SPS100 URA2*	5	31
Regulation of meiosis [GO:0040020]	0.0023	*RCK1 IME1 UME1*	3	11
Positive regulation of transcription from RNA polymerase I promoter [GO:0045943]	0.0030	*CTK1 UTP15 NAN1*	3	12
Glutamate biosynthetic process [GO:0006537]	0.0039	*GDH3 IDP1 GLT1*	3	13
Dephosphorylation [GO:0016311]	0.0085	*PHO11 PHO5 PHO12 SDP1*	4	32
rRNA methylation [GO:0031167]	0.0091	*TRM7 SPB1*	2	6

#### Analysis of expression by qRT (real-time)-PCR.

Total RNA isolated as described previously was converted into cDNA and labelled with the KAPA SYBR FAST universal one-step qRT-PCR kit (Kappa Biosystems). PCR primers for individual genes selected after the microarray analysis were designed with the Universal Probe Library Assay Design Center (https://www.roche-applied-science.com/sis/rtpcr/upl/index.jsp?id=uplct_030000) developed by Roche Diagnostics to generate 60–85 bp amplicons with a *T*_m_ of 59 or 60 °C. The list of primers is given in Table S9 (available in the online Supplementary Material). The ECO Real-Time PCR System was used for the experiments (Illumina) and calculations were made by the 2^–ΔΔ^*^C_t_^* method (Livak & Schmittgen, 2001). Three independent RNA extractions were assayed for each strain or condition. 

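On the arrays, none of these reference genes, *HHO1*, *TAF10* and *ALG9*, reached a 1.6-fold difference in any of the 3 comparisons made. With cisplatin in W303, a laboratory strain of *S. cerevisiae*, the log2 fold changes were -0.10 for *HHO1*, 0.24 for *TAF10* and 0.18 for *ALG9*. Between untreated W303-Δ*sky1*, in which the kinase gene *SKY1* is deleted, and untreated W303 they were -0.34, -0.12 and -0.13 for the same genes in that order. Between the strains under cisplatin they were 0.08, -0.25 and -0.15. In each comparison 1 of the 3 genes had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment, over all genes tested and adjusted over the list alone. These genes were *TAF10* with cisplatin (limma, adjusted p = 0.0133), *HHO1* between the untreated strains (adjusted p = 0.00552) and *TAF10* between the treated strains (adjusted p = 0.00301). Taken as a list with limma's fry, they rose by a median of 0.18 with cisplatin in W303 (adjusted p = 0.0471), and did not pass with limma's camera (adjusted p = 0.399). That p was above 0.05 with each array left out in turn, from 0.0536 without W303 cisplatin replicate 2 to 0.136 without W303 untreated replicate 3, and it was 0.127 with the replicate number as a block. In untreated W303-Δ*sky1* the list had a median of -0.13 (limma's fry, adjusted p = 0.0205, and 0.418 with camera). That p was 0.062 without W303 untreated replicate 1, 0.0506 without W303-Δ*sky1* untreated replicate 1 and 0.0574 without W303-Δ*sky1* untreated replicate 3. Under cisplatin the median difference of the list was -0.15 (limma's fry, adjusted p = 0.107, and 0.0497 without W303-Δ*sky1* cisplatin replicate 1).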

The mRNA levels of the selected genes were corrected by the geometric mean of the mRNA levels of *HHO1*, *TAF10* and *ALG9* – a selection of control genes which were verified previously to be constitutive in the assayed conditions and not affected by the Δ*sky1* deletion. A *t*-test was applied to evaluate the differences between Δ*C*_t_ values (*C*_t_ values normalized with reference genes) of control and treated samples with a *P* = 0.05.

#### Cellular accumulation of cisplatin and determination of sulfur content.

The yeast cells (W303 and derivatives, W303-Δ*sky1* and W303-Δ*seo1*) were pre-cultured overnight in 10 ml SD prepared as described above. The following day, the cells were inoculated at initial OD_600_ 0.4 in SD and grown at 30 °C and 250 r.p.m. When cells reached OD_600_ 0.6, the cultures from each strain were treated with cisplatin at a final concentration of 600 µM. The treatment was done at 30 °C and 250 r.p.m. during 4 h in darkness. Cells from 10 ml of each culture were harvested by centrifugation and washed 3 times with ice-cold PBS. The pellets were resuspended in 1 ml PBS. An aliquot of 0.1 ml cell suspension was utilized for the protein assay and the remainder was digested in 70 % nitric acid. Cell lysates were heated for 2 h at 65 °C, diluted to 5 % nitric acid, and assayed for platinum and sulfur content by means of high-resolution inductively coupled plasma MS. An aliquot of 10 ml of each culture was also used for DNA extraction as described by Hoffman & Winston (1987). The final pellet was resuspended in 0.5 ml PBS and the DNA concentration was measured. The samples were digested in 70 % nitric acid for 2 h at 65 °C, diluted to 5 % nitric acid and assayed for platinum as described above. Two biological replicates and two technical replicates were carried out. A *t*-test was applied to evaluate the differences between means. Statistically significant changes and their *P* values are indicated in Fig. 3.

#### Cytotoxicity assay.

Sensitivity to the cytotoxic effect of cisplatin was assessed using a colony formation assay. Cultures (1 ml SD) containing a total of 6×10^6^ cells were exposed for 4 h to cisplatin at concentrations of 0, 0.5, 1.0, 2.0, 2.5 and 5 mM, washed once in PBS, resuspended in YPD medium (2% glucose, 2% Bacto peptone, 1% yeast extract), diluted 1 : 4000, and plated onto YPD agar plates. After 2 days of growth at 30 °C, the number of colonies was counted. The IC_50_ was defined as the drug concentration that reduced the number of c.f.u. to 50 % of the value in a control culture not exposed to the drug. Each experiment was repeated three times with duplicate cultures for each drug concentration. A *t*-test was applied to evaluate the differences between means.

#### Glutathione determination.

The yeast strain W303 and its derivatives, W303-Δ*sky1* and W303-Δ*seo1* were treated with 600 µM cisplatin as described above. Aliquots of 50 ml of each culture were harvested and cells resuspended in 10 ml ice-cold PBS. Cells were washed twice with ice-cold PBS solution and resuspended in 350 µl PBS. Aliquots of 50 µl were reserved for protein determination (Bradford, 1976). To the rest, 300 µl 10 % sulfosalicylic acid was added. This cell suspension was mixed with 600 µl glass beads and cells were lysed by vortexing for 3 min, using 30 s pulses with intervals of 30 s on ice. The extracts were spun down in a microfuge at 4 °C to remove cell debris and protein precipitate. The supernatant was then diluted 1 : 5, and total glutathione and GSSG were determined using the 5,5′-dithio-bis(2-nitrobenzoic acid) (DTNB)-GSSG reductase recycling assay as described previously (Rhieu *et al.*, 2013). Each experiment was repeated three times with duplicate cultures for each drug concentration. A *t*-test was applied to evaluate the differences between means.

## Results

### Effect of cisplatin on the yeast transcriptome

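RNA from W303, a laboratory strain of *S. cerevisiae*, and from W303-Δ*sky1*, its derivative without *SKY1*, the gene of an SR protein kinase, was hybridized to 12 Affymetrix GeneChip yeast arrays. The arrays form 4 groups of 3, each strain grown without cisplatin or for 4 h with 600 µM cisplatin. According to the sample labels, the drug was added from a solution in DMSO and untreated cells received DMSO alone. The paper gives 100 ng of total RNA as the starting amount for each array, and the sample labels give 10 ng. The authors normalized the arrays with RMA, which corrects the background, gives the arrays of a run the same distribution of intensities and summarizes the probes of each probe set into 1 log2 value. They did this in 3 separate runs of 6 arrays, one for each comparison of groups. The W303 arrays therefore have values in a pair of tables, and the values of 1 array correlated between its tables with r of at least 0.998. All tests were made within a table, because the tables were normalized separately. The arrays also carry probe sets for *S. pombe*, which have no target in these samples and show the background. On each array the median log2 signal of the *S. cerevisiae* probe sets lay between 6.83 and 6.99, against 0.60 to 0.84 for the *S. pombe* probe sets. Between 98.6% and 99.1% of the genes lay above the 95th percentile of the *S. pombe* probe sets of the same array. The number of arrays in each group limits the precision of every value. *SKY1* itself was examined first, as a check of the strain labels. It read between 7.98 and 8.18 on the W303 arrays. It read 0.54, 1.33 and 0.56 on the 3 untreated W303-Δ*sky1* arrays, and 1.43, 1.17 and 1.03 on the 3 treated ones. The highest array of each W303-Δ*sky1* group lay just above the 95th percentile of the *S. pombe* probe sets and the others below it.

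**Figure D1:**
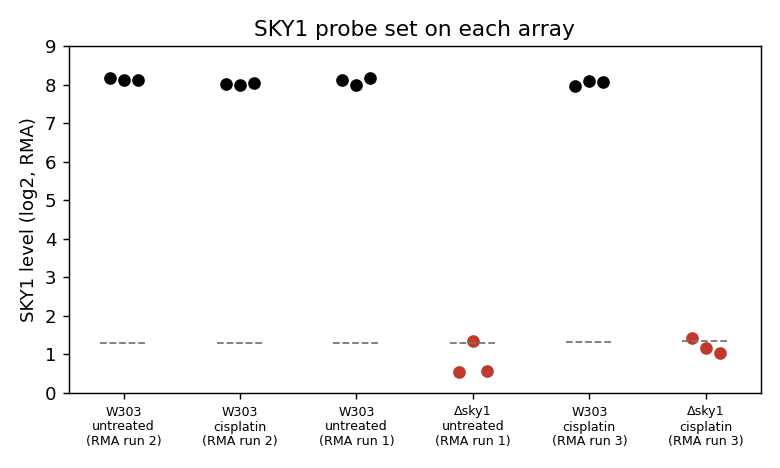
RMA log2 signal of *SKY1* on each of the 6 arrays of the 3 RMA runs, by group, with a dashed line at the 95th percentile of the *S. pombe* probe sets. The W303 arrays sit between 7.98 and 8.18 and the W303-Δ*sky1* arrays between 0.54 and 1.43.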

The changes in mRNA levels produced by addition of 600 µM cisplatin in W303 and W303-Δ*sky1* cells grown in SD media were recorded, normalized and analysed for statistical significance as described in Methods. 

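Each comparison was tested with limma on the deposited log2 values, 3 arrays against 3, over 5698 genes. The tables hold 10715 probe sets, of which 5714 are annotated to *S. cerevisiae*. For the 16 genes with several probe sets the one with the highest mean was used, and 123 probe sets are shared by more than 1 gene. In W303 with and without cisplatin, 2401 genes had an unadjusted p under 0.05, and 1621 a Benjamini-Hochberg adjusted p under 0.05. The corresponding counts were 3364 and 2978 between the untreated strains, and 4135 and 4023 between the strains under cisplatin. All 3 arrays of one group lay above all 3 of the other for 46.5%, 62.0% and 73.9% of the genes in these comparisons, where chance gives 10%. The median SD within a group was 0.08, 0.09 and 0.07 on the log2 scale. A gene was counted as a differentially expressed gene (DEG) where it also passed an adjusted p of 0.05, the value that the Methods give, besides thresholds on fold change and unadjusted p.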

Only those with a ≥1.6-fold change and a *P*<0.01 according to the analysis with LIMMA (Smyth, 2005) were considered for further analysis. The original and normalized data from this study are freely available from the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/info/linking.html); the accession number of the series is GSE41094. Processed data about the DEGs are available in Tables S1–S6). Selected genes were also analysed by qPCR to validate remarkable results as explained along the text.

There is a previous report of a transcriptome analysis describing the effect of cisplatin upon the yeast strain BY4730 (Caba *et al.*, 2005). However, although using the same drug concentration as in our study, the effects observed were limited to only five genes (*HUG1*, *ECM4* and YLR279W upregulated, and *HO* and *SCW11* downregulated). 

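Of these 5 genes, 4 were matched to a probe set, and YLR279W was not. In W303 *HUG1* went from 7.08 ± 0.12 to 6.50 ± 0.07 with cisplatin (log2 signal, mean ± SD, n = 3), a log2 fold change of -0.59 (limma, adjusted p = 0.00145). *ECM4* went from 8.33 ± 0.05 to 8.61 ± 0.01, a log2 fold change of 0.28 (limma, adjusted p = 0.0071). *SCW11* went from 5.78 ± 0.07 to 5.17 ± 0.13, a log2 fold change of -0.61 (limma, adjusted p = 0.00143). These changes were larger than the spread between replicates and stayed under the 1.6-fold threshold. *SCW11* passed it without W303 cisplatin replicate 1, at -0.68. *HO* passed all thresholds, as a downregulated gene. All 4 had an adjusted p under 0.05 over all genes and adjusted over the list alone.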

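With cisplatin, 90 genes of W303 were upregulated and 87 downregulated, 177 DEGs by limma with Benjamini-Hochberg adjustment. At least 2-fold changes were seen for 50 of the upregulated and 15 of the downregulated genes. The alternative that moved these counts most was to set no threshold on fold change, which gave 658 upregulated and 793 downregulated genes. Without W303 untreated replicate 1 there were 124 upregulated genes, the largest count with any 1 array left out. The 5 largest increases were those of *SEO1*, *STR3*, *MET3*, *MXR1* and *SUL1*, with log2 fold changes from 4.83 down to 3.45. That of *MXR1* was 3.51. The 5 largest decreases were smaller. *STL1* went from 8.65 ± 0.47 to 6.85 ± 0.02 (mean ± SD, n = 3), a log2 fold change of -1.80 (limma, adjusted p = 0.00081). *CWP1* followed with -1.47 (limma, adjusted p = 0.00189), *RPL9A* with -1.33 (adjusted p = 9.71e-05), *PRM10* with -1.30 (adjusted p = 0.00143) and YJL107C with -1.16.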

Here, we obtained a set of 122 differentially expressed genes: 69 upregulated (Table S1) and 53 downregulated (Table S2). The observed differences might be explained because the effect of cisplatin treatment is strain-dependent (Rodríguez Lombardero *et al.*, 2012), and also varies in relation to cell culture and treatment conditions, these being different in the two studies.

The functional distribution of DEGs was analysed with FunSpec as described in Methods. Analysing the effects of cisplatin treatment on W303 cells, functional groups over-represented among upregulated genes (Table 1) were those related to sulfate assimilation and metabolism of sulfur-containing compounds, e.g. sulfate transport (GO:0008272), transport of sulfur-containing amino acids (*AGP3*, *MUP1*, *MUP3*, *MMP1* and *SAM3*) or those necessary for methionine (GO:0009086), cysteine (GO:0019344) and *S*-adenosylmethionine (AdoMet) biosynthesis (GO:0006556). 

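All 15 genes that Table 1 lists under methionine biosynthesis were DEGs, with log2 fold changes from 0.83 for *HOM6* to 3.92 for *STR3* and a median of 2.41 (limma's fry, adjusted p = 1.33e-07). The 8 genes listed under cysteine biosynthesis were DEGs as well, with a median of 2.49 (limma's fry, adjusted p = 8.05e-08). Of the sulfate permease genes, *SUL1* went from 4.69 ± 0.31 to 8.14 ± 0.10 (mean ± SD, n = 3; limma, adjusted p = 4.04e-06) and *SUL2* from 5.44 ± 0.02 to 8.57 ± 0.04 (limma, adjusted p = 1.88e-08). The AdoMet synthetase genes rose by 1.96 for *SAM1* (limma, adjusted p = 3.32e-07) and 0.72 for *SAM2* (adjusted p = 0.000145). The 5 genes for transport of sulfur-containing amino acids had a median log2 fold change of 1.89 (limma's fry, adjusted p = 1.06e-05). The other lists of Table 1 with at least 3 genes had medians of 1.64 for oxidation and reduction, 1.41 for amino acid metabolism, 1.86 for amino acid transport, 1.89 for transmembrane transport, 1.13 for metabolism of sulfur compounds, 0.83 for aldehyde metabolism and 1.06 for purine nucleotide biosynthesis. Their adjusted p with limma's fry lay between 8.05e-08 and 7.41e-05. Among the transporter genes *MUP1* rose by 2.57 (adjusted p = 2.32e-05) and *AGP3* from 2.45 ± 0.24 to 4.34 ± 0.23 (mean ± SD, n = 3; limma, adjusted p = 0.000151). *SAM3* rose by 0.73 (limma, adjusted p = 0.000412) and fell under the 1.6-fold threshold without W303 cisplatin replicate 1, at 0.67. Across the whole of Table 1, *AAD4* was the 1 gene that was not a DEG, with a log2 fold change of 0.05 (limma, adjusted p = 0.877). It had 4.93 ± 0.40 untreated and 4.98 ± 0.26 with cisplatin (mean ± SD, n = 3), and a probe set shared by *AAD4* and *AAD16* was an upregulated DEG, with 0.83 (limma, adjusted p = 8.71e-05). In each of these lists the genes with an adjusted p under 0.05 were as many adjusted over the list alone as over all genes. The first count is not independent evidence, because the study chose the lists on these samples. Of all 41 lists tested in this comparison, 30 passed an adjusted p of 0.05 with fry, and 21 with camera and its preset correlation, the alternative that moved this count most. The Table 1 lists of 3 or more genes passed with both. Among 997 Gene Ontology terms in the deposited annotation, 12 were over-represented among the 90 upregulated genes (one-sided Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05), and 12 also without a threshold on fold change. Methionine biosynthesis held 16 of 32 genes (exact test, adjusted p = 1.83e-18), cysteine biosynthesis 9 of 12 (adjusted p = 2.87e-12) and sulfate assimilation 8 of 11 (adjusted p = 1.12e-10). Sulfate transport, with 2 of 5 genes, did not pass in the same exact test (adjusted p = 0.132).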

[Gene Ontology (GO) identifiers are given in parentheses.] 

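In W303, *ADE1* had a log2 fold change of 0.71 with cisplatin (limma, adjusted p = 0.000279). It fell just under the 1.6-fold threshold without W303 untreated replicate 2, at 0.68. *ADE17* went from 8.29 ± 0.10 to 9.61 ± 0.03 (mean ± SD, n = 3), a log2 fold change of 1.32 (limma, adjusted p = 1.25e-05), and *MTD1* from 6.33 ± 0.13 to 7.40 ± 0.05, or 1.06 (adjusted p = 9.41e-05). *GCV3* rose by 1.07 (limma, adjusted p = 2.32e-05), *GCV1* by 1.52 (adjusted p = 3.45e-05) and *SHM2* by 1.10 (adjusted p = 3.63e-05). *FOL1* rose by 0.94, from 5.71 ± 0.08 to 6.64 ± 0.17 (limma, adjusted p = 0.000451, n = 3). All 7 were DEGs, and as a list their median log2 fold change was 1.07 (limma's fry, adjusted p = 3.39e-05). Among Gene Ontology terms, glycine metabolism held 3 of 4 genes (one-sided Fisher's exact test, adjusted p = 0.0015), and purine nucleotide biosynthesis 3 of 20, which did not pass (adjusted p = 0.188).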

Several genes related to purine nucleotide biosynthesis were also upregulated (*ADE1*, *ADE17* and *MTD1*) as well as others from glycine metabolism (*GCV3*, *GCV1* and *SMH2*) and folic acid biosynthesis (*FOL1*), as shown in Table 1.

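Of 19 genes listed under translation in Table 2, 18 were downregulated DEGs in W303 with cisplatin, with log2 fold changes from -1.33 for *RPL9A* to -0.54 for *RPL18B* and a median of -0.81 (limma's fry, adjusted p = 3.71e-05). *RPL18B* (limma, adjusted p = 0.0189) was not a DEG. *RPL26B*, at -0.71, fell under the 1.6-fold threshold without W303 cisplatin replicate 1, at -0.67. The 5 genes for maturation of small subunit rRNA had a median of -0.78, the 3 for small subunit assembly -1.04 and the 3 for rRNA export -0.78 (limma's fry, adjusted p = 3.71e-05, 3.78e-05 and 3.99e-06). These lists passed with camera too. *RPS8A* went from 9.32 ± 0.04 to 8.60 ± 0.10 (mean ± SD, n = 3; limma, adjusted p = 0.000397) and *RPS9B* from 9.27 ± 0.02 to 8.51 ± 0.02 (limma, adjusted p = 7.35e-05). The log2 fold changes of *RPS16B*, *RPS8B* and *RPS1B* were -0.90 (limma, adjusted p = 0.00061), -0.84 (adjusted p = 0.000346) and -0.78 (adjusted p = 0.000445). Among the genes for small subunit assembly or rRNA export, the largest decrease was that of *NSR1*, from 6.77 ± 0.06 to 5.65 ± 0.11 (mean ± SD, n = 3), a log2 fold change of -1.12 (limma, adjusted p = 5.92e-05). *RPS0A* had -1.04 (limma, adjusted p = 6.74e-05), *RPS17B* -0.79 (adjusted p = 0.000332) and *RPS18B* -0.78 (adjusted p = 0.000332). *RPS26A* had -0.70 (limma, adjusted p = 0.000349). It fell under the threshold without W303 untreated replicate 1, at -0.67, without W303 cisplatin replicate 1, at -0.67, and under cyclic loess normalization, also at -0.67. All 19 genes had an adjusted p under 0.05, over all genes and adjusted over the list alone, which is not independent evidence since the list was chosen on these samples. Among Gene Ontology terms, 4 were over-represented among the 87 downregulated genes (one-sided Fisher's exact test), and 11 without a threshold on fold change. Translation held 28 of 316 genes (exact test, adjusted p = 5.35e-12), maturation of small subunit rRNA 7 of 63 (adjusted p = 0.0209) and small subunit assembly 4 of 16 (adjusted p = 0.0267).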

Functional groups over-represented among downregulated genes (Table 2) were related to ribosome biogenesis, and included *RPS8A*, *RPS9B*, *RPS16B*, *RPS8B* and *RPS1B*, necessary for maturation of small subunit rRNA from tricistronic rRNA transcript, and *RPS17B*, *NSR1*, *RPS0A*, *RPS26A* and *RPS18B*, participating in ribosomal small subunit assembly and/or rRNA export from the nucleus. 

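*AAH1* had the largest decrease with cisplatin among these genes of W303, from 5.34 ± 0.04 to 4.23 ± 0.14 (mean ± SD, n = 3), a log2 fold change of -1.11 (limma, adjusted p = 9.71e-05). *ATO2* had -0.92 (adjusted p = 3.43e-05) and *TYE7* -0.89, from 7.92 ± 0.01 to 7.03 ± 0.07 (limma, adjusted p = 6.51e-05, n = 3). *MEP3* had -0.79 (limma, adjusted p = 0.000122) and *FCY2* -0.78 (adjusted p = 0.000308). *HO* went from 4.50 ± 0.10 to 3.79 ± 0.07 (mean ± SD, n = 3), a log2 fold change of -0.71 (limma, adjusted p = 0.000457). It fell just under the 1.6-fold threshold without W303 untreated replicate 2 and without W303 cisplatin replicate 2, with -0.67 in each case. The other 5 genes stayed DEGs with each array left out in turn.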

Among the other genes also downregulated by cisplatin treatment, but not directly related to ribosome biogenesis, were *TYE7* (positive regulator of glycolysis), *FCY2* (purine-cytosine permease), *AAH1* (adenine deaminase), *ATO2* and *MEP3* (ammonium transport), and *HO* (homothallic switching endonuclease, necessary for mating type switch). *FCY2* and *HO* have been related previously to the yeast response to cisplatin treatment in transcriptome and deletome studies (Caba *et al.*, 2005; Huang *et al.*, 2005).

### Effect of Sky1 depletion on the yeast transcriptome

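Between untreated W303-Δ*sky1* and untreated W303, 281 genes were upregulated and 301 downregulated, 582 DEGs by limma. The changes were at least 2-fold for 80 and 79 of them. With each array left out in turn, the counts ranged from 273 to 326 and from 292 to 329. The deleted gene, *SKY1*, had the largest decrease, from 8.09 ± 0.10 to 0.81 ± 0.45 (mean ± SD, n = 3), a log2 difference of -7.28 (limma, adjusted p = 3.04e-06). The size of this difference is set by the background, at which *SKY1* lies in W303-Δ*sky1*. *SKY1* was followed by *REC104* with -2.61, YGR035C with -2.43, the probe set shared by *PHO11* and *PHO12*, and *GDH3*. The largest increases were those of *SFC1* (2.45, limma adjusted p = 1.98e-05), *FBP1* (2.25, adjusted p = 1.17e-05), *IDP2* (2.14, adjusted p = 9.3e-06), the probe set shared by snR73 and YMR013W-A (2.01) and *ICL1* (1.88).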

There were 177 genes upregulated (Table S3) and 179 downregulated (Table S4) when *SKY1* was deleted. 

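Among the 281 genes upregulated in untreated W303-Δ*sky1*, 66 (23.5%) had no Gene Ontology biological process term in the deposited annotation. Of all 5698 genes tested, 917 (16.1%) had none.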

The functional distribution of upregulated genes analysed with FunSpec showed that most of them did not have a previously assigned function. Among the genes with known function (Table 3), there were groups of inter-related genes, which take part in the metabolism of lipids (GO:0006635 and 0006629), response to stress (GO:0006950), those related to cytochrome *c* haem linkage (GO:0018063), NAD^+^ biosynthesis via the nicotinamide riboside salvage pathway (GO:0034356) and thiamine biosynthetic process (GO:0009228).

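All the genes that Table 3 lists were upregulated DEGs in untreated W303-Δ*sky1*. For β-oxidation of fatty acids, *POX1* went from 5.68 ± 0.15 to 6.96 ± 0.06 (mean ± SD, n = 3), a log2 fold change of 1.28 (limma, adjusted p = 4.52e-05), and *POT1* rose by 0.81 (adjusted p = 8.2e-05). *TES1* rose by 0.70 and fell under the 1.6-fold threshold without W303 untreated replicate 3, at 0.67. The 6 genes for lipid metabolism had a median log2 fold change of 1.17 (limma's fry, adjusted p = 6.43e-05), with the largest for *YAT1*, 1.50 (adjusted p = 1.6e-05). For the response to stress, 9 probe sets stand for 10 genes and had a median of 0.84 (limma's fry, adjusted p = 6.43e-05). Of these, *MRK1* rose by 0.70 and fell under the threshold without W303 untreated replicate 2, at 0.67, without W303-Δ*sky1* untreated replicate 1, at 0.68, and without W303-Δ*sky1* untreated replicate 3, at 0.67. *CYT2* and *CYC2*, for cytochrome *c* haem linkage, rose by 0.73 (limma, adjusted p = 0.000136) and 0.79 (adjusted p = 0.000131). *URH1* and *PNP1*, for NAD+ biosynthesis, rose by 1.07 (limma, adjusted p = 3.02e-05) and 0.80 (adjusted p = 0.000165). Of the thiamine genes, *THI5*, *THI11*, *THI12* and *THI13* share 1 probe set, so that their levels cannot be separated. It went from 6.26 ± 0.19 to 7.88 ± 0.02 (mean ± SD, n = 3), a log2 fold change of 1.62 (limma, adjusted p = 2.69e-05), and *THI20* rose by 1.21 (adjusted p = 6.35e-05). As these genes were chosen on the same samples, their tests are not independent evidence. Each of the listed probe sets had an adjusted p under 0.05 over all genes and adjusted over the list alone. Over the 997 terms of the deposited annotation, 0 passed an adjusted p of 0.05 among the 281 genes (one-sided Fisher's exact test). As lists, the 3 with at least 3 probe sets passed fry and camera. The smallest p in the exact test was that of metabolic process, 0.000535 before adjustment, with 33 of 369 genes. Without a threshold on fold change 6 terms passed. Cytochrome *c* haem linkage and NAD+ biosynthesis each held 2 of 3 genes (exact test, p = 0.00703, adjusted p = 0.877). Before adjustment both were under the P of 0.01 that the paper set for FunSpec.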

The functional distribution of downregulated genes after *SKY1* deletion (Table 4) showed enriched groups, such as those participating in rRNA processing (GO:0006364), ribosome biogenesis (GO:0042254) and positive regulation of transcription from the RNA polymerase I promoter (GO:0045943). 

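The 30 genes that Table 4 lists under rRNA processing were all downregulated DEGs in untreated W303-Δ*sky1*, with log2 fold changes from -1.78 to -0.72 and a median of -0.94 (limma's fry, adjusted p = 7.61e-05). The 26 genes listed under ribosome biogenesis were DEGs too, from -1.49 to -0.72 with a median of -0.95 (limma's fry, adjusted p = 8.15e-05). All of them had an adjusted p under 0.05 over all genes and adjusted over the list alone, which is not independent evidence because the study drew the lists from these arrays. Over all terms of the deposited annotation, 9 were over-represented among the 301 downregulated genes (one-sided Fisher's exact test). rRNA processing held 46 of 188 genes (adjusted p = 1.29e-16) and ribosome biogenesis 43 of 166 (adjusted p = 1.29e-16). Positive regulation of transcription from the RNA polymerase I promoter held 3 of 12 genes (exact test, p = 0.0225 before adjustment and 1 after it). The 3 genes for meiosis had a median log2 fold change of -1.08 and the 5 for amino acid metabolism -0.99 (limma's fry, adjusted p = 7.61e-05 and 0.000152). As a list, the 3 RNA polymerase I genes had a median log2 fold change of -0.75 (limma's fry, adjusted p = 0.00024), and all these lists passed with camera too.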

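In untreated W303-Δ*sky1*, *GDH3* went from 8.49 ± 0.20 to 6.62 ± 0.12 (mean ± SD, n = 3), a log2 fold change of -1.87 (limma, adjusted p = 2.69e-05). *IDP1* went from 11.41 ± 0.03 to 10.69 ± 0.05, or -0.72 (limma, adjusted p = 9.25e-05), and *GLT1* from 9.38 ± 0.12 to 8.63 ± 0.02, or -0.75 (adjusted p = 0.000152). After quantile normalization of the *S. cerevisiae* probe sets *IDP1* lay just under the 1.6-fold threshold, at -0.68. As a list the 3 genes passed limma's fry (adjusted p = 8.15e-05). *PHO11* and *PHO12* share 1 probe set, which went from 7.08 ± 0.29 to 5.10 ± 0.05 (mean ± SD, n = 3), a log2 fold change of -1.97 (limma, adjusted p = 4.81e-05). *PHO5* had -1.04 (limma, adjusted p = 9.45e-05) and *SDP1* -1.58 (adjusted p = 1.12e-05). Glutamate biosynthesis as a term of the deposited annotation held 3 of 13 genes (one-sided Fisher's exact test, p = 0.0281 before adjustment and 1 after it).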

Three genes associated with glutamate biosynthesis (*GDH3*, *IDP1* and *GLT1*) and four genes related to dephosphorylation (*PHO11*, *PHO5*, *PHO12* and *SDP1*) were also downregulated, and included in Table 4. 

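On the arrays, 15 genes of Table 5 had log2 fold changes from -1.87 to 1.88 between untreated W303-Δ*sky1* and untreated W303. All 15 had an adjusted p under 0.05 (limma), over all genes and adjusted over the list alone, and 14 were DEGs, 8 upregulated and 6 downregulated. *FOX2* rose by 0.64 (limma, adjusted p = 0.000101), under the 1.6-fold threshold. *ICL1* went from 8.85 ± 0.32 to 10.73 ± 0.10 (mean ± SD, n = 3; limma, adjusted p = 7.89e-05). *DIN7* rose by 1.35 (limma, adjusted p = 1.6e-05), *HUG1* by 1.33 (adjusted p = 1.69e-05), *ODC2* by 1.13 (adjusted p = 9.83e-05) and *SPP382* by 1.02 (adjusted p = 8.2e-05). The largest decreases after *GDH3* were those of *HRP1*, -1.45 (limma, adjusted p = 1.91e-05), and *ECM2*, -1.16 (adjusted p = 0.000148).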

A selection of genes regulated by Sky1 in the DNA arrays was validated by qPCR (Table 5).

**Table 5.** Expression analysis by qPCR (*n* = 3)

Gene	Δ*sky1* NT/W303 NT	
	Fold change	*P*
*DIN7*	+2.30	0.049
*FOX2*	+3.04	0.016
*HUG1*	+2.06	0.001
*ICL1*	+2.79	0.038
*MHT1*	+3.23	0.018
*ODC2*	+1.77	0.049
*POT1*	+2.47	0.046
*POX1*	+2.14	0.025
*SPP382*	+2.28	0.047
CTK1*	−1.94	0.016
*ECM2*	−1.78	0.042
*GDH3*	−5.81	0.020
*GLT1*	−2.04	0.018
*HRP1*	−2.32	0.039
*IDP1*	−2.17	0.033

NT, not treated; +, upregulation; –, downregulation.

* *n* = 6.

### Effect of Sky1 depletion on the response of the yeast transcriptome to cisplatin treatment

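Between cisplatin-treated W303-Δ*sky1* and cisplatin-treated W303, 500 genes were upregulated and 636 downregulated, 1136 DEGs by limma. *SKY1* was 8.05 ± 0.06 in W303 and 1.21 ± 0.20 in W303-Δ*sky1* (mean ± SD, n = 3; limma, adjusted p = 3.23e-09). The largest increases were those of *RGI2* (3.35, limma adjusted p = 5.81e-09), *STL1* (2.57, adjusted p = 2.83e-08), *IDP2* (2.28), *NDE2* (2.25) and *AGX1* (2.23). After *SKY1*, the largest decreases were those of *REC104* (-2.45, limma adjusted p = 7.27e-08), *SEO1*, YPL014W (-2.25) and YDL241W, which lay under the background in treated W303-Δ*sky1*, so that the size of its decrease is not given. Of the 90 genes upregulated by cisplatin in W303, 48 (53.3%) were downregulated in treated W303-Δ*sky1*, where about 10.0 would be shared by independent lists (one-sided Fisher's exact test, p = 3.56e-23). Only 1 of the 90 was upregulated there. Of the 87 genes downregulated by cisplatin, 24 (27.6%) were upregulated in treated W303-Δ*sky1*, where 7.63 would be shared by independent lists (one-sided Fisher's exact test, p = 2.25e-07), and 9 were downregulated there. Of the 48 genes, 8 were already downregulated DEGs in untreated W303-Δ*sky1* and 1 was upregulated. Of the 24 genes, 7 were already upregulated DEGs there and 0 were downregulated. A gene in an overlap therefore need not differ between the strains in its response to cisplatin. Setting no threshold on fold change moved these overlaps most, to 365 and 353 genes. Both comparisons use the 3 treated W303 arrays, which alone ties their chance deviations together. In 100 simulated sets of groups that share these arrays but have the effects shuffled over genes, the overlaps had medians of 12.5 and 11 genes and reached at most 21 and 19. With no effects at all, simulated groups gave 0 shared genes by limma. The log2 fold changes of both comparisons correlated across genes with r = -0.28, against a median of -0.50 in the simulation without effects and -0.02 with shuffled effects, and genes are not independent replicates.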

In order to understand the role of Sky1 in the response of the yeast transcriptome to cisplatin, we compared the list of DEGs shown in Tables S1 (genes upregulated by cisplatin in the W303 strain) and S6 (genes downregulated in the W303-Δ*sky1* treated strain), as well as those from Tables S2 (genes downregulated by cisplatin in the W303 strain) and S5 (genes upregulated in the W303-Δ*sky1* treated strain). The analysis is represented in the Venn diagrams in Fig. 1, and the functions of the genes found in the intersections are included as Tables S7 and S8. Levels of relative expression of these genes are also shown in Fig. 1. 

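All 10 genes, *MET1*, *MET14*, *MET16*, *MET22*, *MET3*, *MET32*, *MET5*, *MET8*, *STR3* (printed as *STRE3*) and *SUL2*, were upregulated by cisplatin in W303 and lower in treated W303-Δ*sky1* than in treated W303. Their median log2 fold change with cisplatin was 3.04 in W303 (limma's fry, adjusted p = 2.5e-07). For the treated strains the median difference was -1.34 (limma's fry, adjusted p = 9.71e-07), and all 10 were DEGs. Both lists passed with camera too. For the untreated strains the median was -0.13 (fry, adjusted p = 0.0808, and 0.0431 with the replicate number as a block), and 0 were DEGs by limma, although 4 had an adjusted p under 0.05. As many passed when adjusted over the list alone, and all 10 did so in the other comparisons. The study chose the list on these samples, so this is not independent evidence. *STR3* had the largest increase, from 4.93 ± 0.08 to 8.85 ± 0.06 (mean ± SD, n = 3; limma, adjusted p = 1.88e-08), and was lower by a log2 difference of -1.28 in treated W303-Δ*sky1*. *MET3* went from 4.74 ± 0.06 to 8.43 ± 0.05 and *MET14* from 6.09 ± 0.26 to 9.49 ± 0.17 (n = 3). The largest difference between the treated strains was that of *MET8*, 7.81 ± 0.07 in W303 and 5.67 ± 0.06 in W303-Δ*sky1* (mean ± SD, n = 3; limma, adjusted p = 8.16e-08), which had risen by 3.10 in W303. *MET16* had a difference of -1.68 (limma, adjusted p = 3.46e-07). *MET22* had the smallest values, 1.13 with cisplatin in W303 and -0.93 between the treated strains (limma, adjusted p = 1.24e-06). No table holds untreated and treated W303-Δ*sky1* together. Their response was therefore linked through W303 as the sum of differences within tables, without a test, because the tables were normalized separately. By this sum the 10 genes rose by a median of 1.69 in W303-Δ*sky1*, or 56.5% of the response of each gene in W303. With the levels of both W303-Δ*sky1* groups set directly across their tables the median was 1.66. The share ranged from -9.63% for *MET22*, which did not rise, to 78.6% for *MET32*. *MET8* kept 43.8%, *MET16* 33.0%, *MET1* 33.2% and *STR3* 70.3% of its response. The median SD of the 10 genes over the treated W303-Δ*sky1* arrays was 0.06. Whether the response to cisplatin differs between the strains was not tested as an interaction. From the genes shared by both lists, the paper concludes that the response of the sulfur genes to cisplatin depends in part on Sky1.

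**Figure D2:**
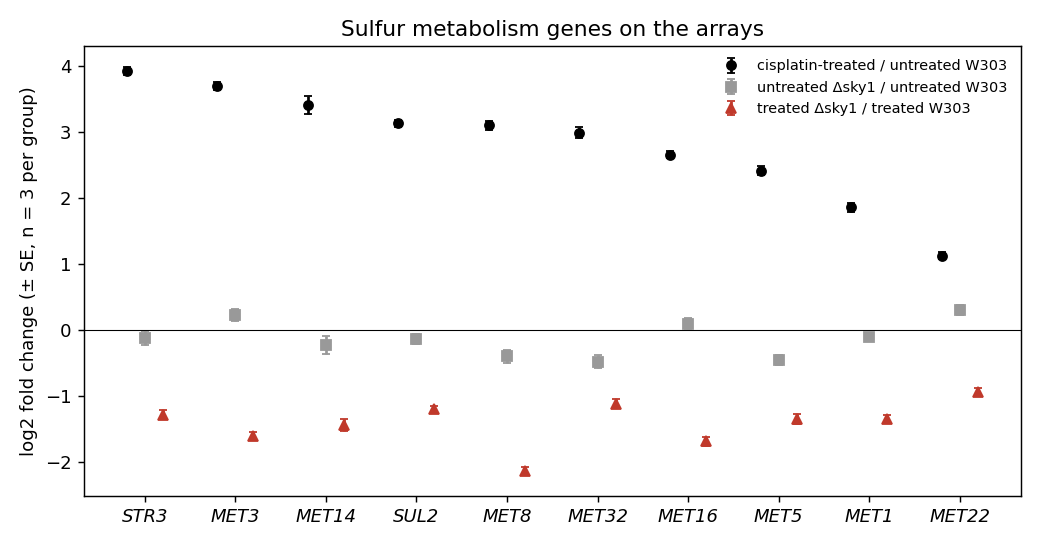
Log2 fold changes of the 10 genes in 3 comparisons, W303 with and without cisplatin, untreated W303-Δ*sky1* and W303, and cisplatin-treated W303-Δ*sky1* and W303, with bars for the SE from limma and 3 arrays in each group. The response to cisplatin lies between 1.13 and 3.92, the difference between untreated strains between -0.48 and 0.31, and the difference between treated strains between -2.14 and -0.93.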

A new issue revealed by this analysis was that the cisplatin-induced upregulation of genes related to the metabolism of sulfur-containing compounds (*MET1*, *MET14*, *MET16*, *MET22*, *MET3*, *MET32*, *MET5*, *MET8*, *STRE3* and *SUL2*) was partially dependent on Sky1 function (Fig. 1a, Table S7). Fig. 2 summarizes the metabolic pathways associated with these genes. 

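On the arrays, the 9 genes of Table 6 rose by log2 fold changes from 1.86 to 4.83 with cisplatin in W303, with a median of 3.10, and all were DEGs by limma. In treated W303-Δ*sky1* all 9 were lower than in treated W303, from -2.25 to -1.11, with a median of -1.35 (limma's fry, adjusted p = 9.71e-07). Without cisplatin 0 of the 9 were DEGs between the strains by limma, 4 had an adjusted p under 0.05, and the median was -0.23 (limma's fry, adjusted p = 0.0181, and 0.164 with camera).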

The expression pattern of selection of genes depicted in Fig. 2 was validated by qPCR and the results (Table 6) confirmed that the increase caused by cisplatin was reversed to a decrease in expression in the comparison of W303 versus W303-Δ*sky1* treated cells.

**Fig. 1.**
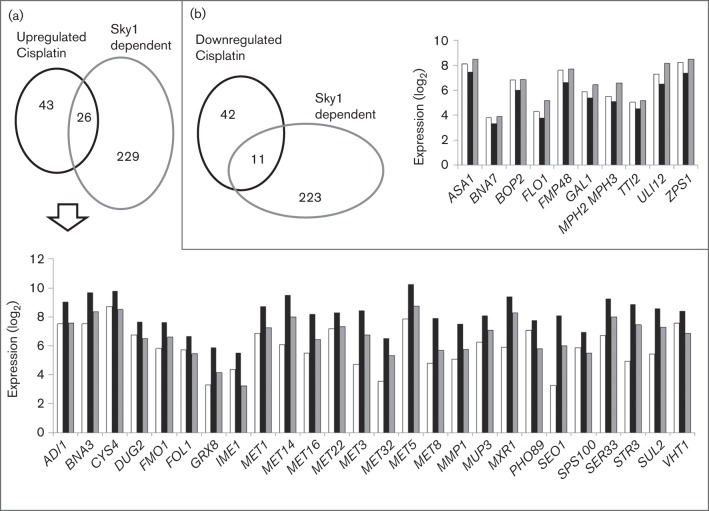
Genes that change their mRNA levels in response to cisplatin treatment and are dependent on Sky1 function. (a) Upregulated genes. The Venn diagram shows the intersections between genes in Tables S1 and S6. (b) Downregulated genes. The Venn diagram shows the intersections between genes in Tables S2 and S5. Histograms show the levels of gene expression corresponding to the genes from intersections of the accompanying Venn diagrams in the three conditions compared: white bars, W303 strain; black bars, W303 strain treated with cisplatin; grey bars, Δ*sky1* strain treated with cisplatin.

**Fig. 2.**
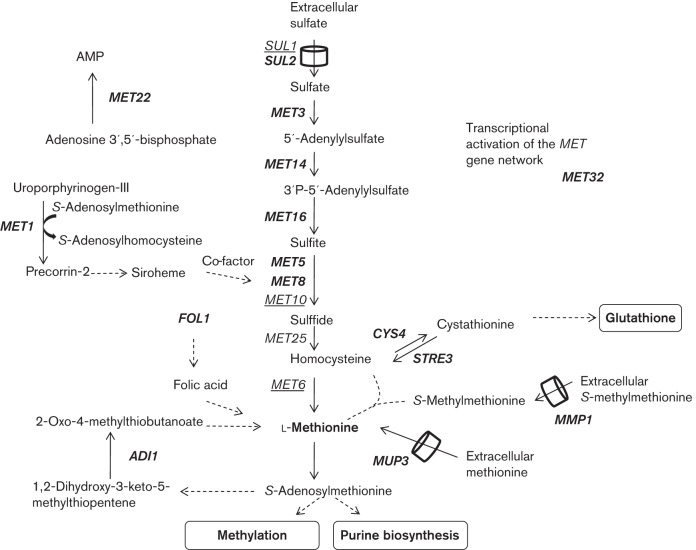
Sulfur uptake and sulfur assimilation pathways in *S. cerevisiae*. Genes upregulated by cisplatin treatment and that are Sky1 dependent are in bold type. Those upregulated by cisplatin but not dependent on Sky1 function are underlined. The cylinder symbols represent membrane transporters.

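Among genes of the pathways that are drawn as Sky1 dependent besides those named in the text, *ADI1* rose by 1.49 with cisplatin in W303 and had a log2 difference of -1.34 between treated W303-Δ*sky1* and treated W303 (limma, adjusted p = 2.99e-07). *CYS4* rose by 1.08 and had -1.19, and *FOL1* had -1.08 (limma, adjusted p = 1.94e-06). Of the genes drawn as not dependent on Sky1, *SUL1* had -0.36 between the treated strains (limma, adjusted p = 0.000995), under the 1.6-fold threshold. *SUL1* was already higher in untreated W303-Δ*sky1*, by 1.41 (limma, adjusted p = 0.000162). Linked through W303 and without a test, its rise with cisplatin in W303-Δ*sky1* was therefore smaller than the 3.45 in W303. *MET6* rose by 1.04 and had -0.63 between the treated strains, under the threshold. Between the untreated strains it had -0.70 (limma, adjusted p = 0.000185), a call lost without W303 untreated replicate 1, at -0.66. *MET10* rose by 2.21 with cisplatin (adjusted p = 3.99e-07) and was a DEG between the treated strains, with 10.74 ± 0.05 in W303 and 9.83 ± 0.02 in W303-Δ*sky1* (mean ± SD, n = 3), a log2 difference of -0.91 (limma, adjusted p = 1.44e-06). Without cisplatin *MET10* already differed by -0.48 between the strains, under the threshold. Linked through W303 across separately normalized tables, and without a test, *MET10* kept 80.9% of its response in W303-Δ*sky1*. *MET17*, drawn under its other name *MET25*, rose by 2.57 and had -0.64 between the treated strains, under the threshold. Of the 26 genes named in the histogram of Fig. 1a, 26 were DEGs in both comparisons, and 18 with a threshold of 2-fold.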

**Table 6.** Expression analysis by qPCR (*n* = 3)

Gene	W303 T/W303 NT		Δ*sky1* T/W303 T	
	Fold change	*P*	Fold change	*P*
*MET1*	+4.08	0.008	−7.13	0.031
*MET14*	+18.26	<0.001	−2.35	0.025
*MET16*	+6.24	0.003	−2.40	0.003
*MET32*	+4.60	<0.001	−2.19	<0.001
*MET5*	+5.24	0.009	−3.07	<0.001
*MET8*	+1.82	0.034	−1.79	0.025
*STR3*	+13.14	<0.001	−4.14	0.074
*SUL2*	+10.23	0.003	−2.31	0.007
*SEO1*	+5.77	<0.001	−3.31	0.042

T, treated with cisplatin; NT, not treated; +, upregulation; –, downregulation.

The copper transporter Ctr1 has been reported to import cisplatin into yeast cells (Ishida *et al.*, 2002). In the analysis of data from the DNA arrays, we also focused on changes produced upon expression of permease genes that could be related to cisplatin transport. 

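Of 235 genes whose title in the deposited annotation names a permease or transporter, *SEO1* (YAL067C) had the largest response to cisplatin in W303, a 28.5-fold increase. Next came *SUL1*, *SUL2*, *MUP1* and *MMP1*. The copper transporter gene *CTR1* rose from 5.65 ± 0.17 to 6.36 ± 0.14 (mean ± SD, n = 3), a log2 fold change of 0.70 (limma, adjusted p = 0.00289). This call was lost without W303 untreated replicate 2, at 0.61, and without W303 cisplatin replicate 1, at 0.63.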

In the transcriptome analysis, the gene encoding a permease and with the highest transcriptional response to cisplatin was *SEO1*. 

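The level of *SEO1* in W303 was 3.25 ± 0.11 without and 8.08 ± 0.05 with cisplatin (log2 signal, mean ± SD, n = 3), a log2 fold change of 4.83 (SE 0.07; limma, adjusted p = 1.88e-08). With each array left out in turn it stayed between 4.77 and 4.88. Under cisplatin it was 8.25 ± 0.05 in W303 and 6.00 ± 0.12 in W303-Δ*sky1*, a log2 difference of -2.25 (SE 0.07; limma, adjusted p = 1.09e-07), and between -2.31 and -2.20 with each array left out. The level of treated W303 differs between the comparisons because the tables were normalized separately. Without cisplatin the difference between the strains was -0.39 (limma, adjusted p = 0.0182), under the 1.6-fold threshold.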

The changes observed with the DNA arrays in the expression of *SEO1* in response to cisplatin (upregulation) and the consequence of *SKY1* deletion in this response (downregulation) were also confirmed by qPCR (Table 6). The actual substrates transported by Seo1 have not yet been described, although it has been suggested that it might be involved in the transport of sulfur compounds (Isnard *et al.*, 1996).

In addition, 11 genes were downregulated in response to cisplatin in a Sky1-dependent manner (Fig. 1b, Table S8). 

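The names in the histogram of Fig. 1b were matched to 10 probe sets, and 1 label, ULI12, which matches no gene of the array annotation, was left out. All 10 were upregulated DEGs between treated W303-Δ*sky1* and treated W303, with a median log2 difference of 1.22. In W303 with cisplatin their median was -0.52, and 3 of the 10 were downregulated DEGs by limma. These were *BOP2*, with -0.78 (limma, adjusted p = 9.99e-05), *FMP48*, with -0.96 (adjusted p = 0.00057), and *ZPS1*, with -0.82 (adjusted p = 0.000765). Between the treated strains *BOP2* rose by 0.94, *FMP48* by 1.26 and *ZPS1* by 1.21. Without a threshold on fold change 9 of the 10 were DEGs in both comparisons. If the label left out stands for *ULI1*, a gene looked up after the values were seen, the count is 4 of 11, since *ULI1* had -0.75 with cisplatin in W303 (limma, adjusted p = 0.000541) and 1.75 between the treated strains. Already without cisplatin the median difference of the 10 was 0.79, and 6 were upregulated DEGs. Over all 24 genes downregulated by cisplatin in W303 and upregulated in treated W303-Δ*sky1*, the median response was -0.89 in W303. Linked through W303 across tables that were normalized separately, and without a test, it was -0.36 in W303-Δ*sky1*.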

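*ASA1* went from 8.13 ± 0.06 to 7.48 ± 0.08 with cisplatin in W303 (mean ± SD, n = 3), a log2 fold change of -0.65 (limma, adjusted p = 0.000468), just under the 1.6-fold threshold. It passed the threshold without W303 untreated replicate 2, at -0.68, and without W303 cisplatin replicate 1, at -0.69. *TTI2* had a log2 fold change of -0.54 (limma, adjusted p = 0.00131), under the threshold. Between treated W303-Δ*sky1* and treated W303 both were upregulated DEGs. *ASA1* had 7.36 ± 0.08 in W303 and 8.50 ± 0.03 in W303-Δ*sky1*, a log2 difference of 1.13 (limma, adjusted p = 7.61e-07, n = 3), and *TTI2* a difference of 0.87 (adjusted p = 4.15e-06). In untreated W303-Δ*sky1* *ASA1* was higher by 0.85 (limma, adjusted p = 4.96e-05), a DEG, and *TTI2* by 0.33 (adjusted p = 0.00634).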

As shown in Table S8, two of these genes encoded subunits of the ASTRA complex and were related to chromatin remodelling (*ASA1* and *TTI2*).

### Intracellular platinum and sulfur content in the W303 strain and its derivatives, W303-Δ*sky1* and W303-Δ*seo1*

The yeast strain W303 and derivatives, W303-Δ*sky1* W303-Δ*seo1*, were treated with 600 µM cisplatin, and intracellular levels of platinum and sulfur were compared with those measured in W303 untreated cells. The levels of platinum incorporation into genomic DNA were also determined. The results (Fig. 3) showed that the content of intracellular platinum after cisplatin treatment did not change significantly in the Δ*sky1* or Δ*seo1* deletants, as compared with the W303 strain (Fig. 3a). According to these results and a previous report (Schenk *et al.*, 2002), resistance to cisplatin in Δ*sky1* cells was probably not produced by decreased intracellular drug concentration. DNA platination was not affected either (Fig. 3b), which indicated that the differences in resistance between the strains were due to signals generated after the formation of DNA adducts. In the W303 and W303-Δ*sky1* strains, the content of intracellular sulfur did not increase after cisplatin treatment, but in the Δ*seo1* deletant there was a significant increase after cisplatin treatment compared with the W303 treated strain (Fig. 3c).

**Fig. 3.**
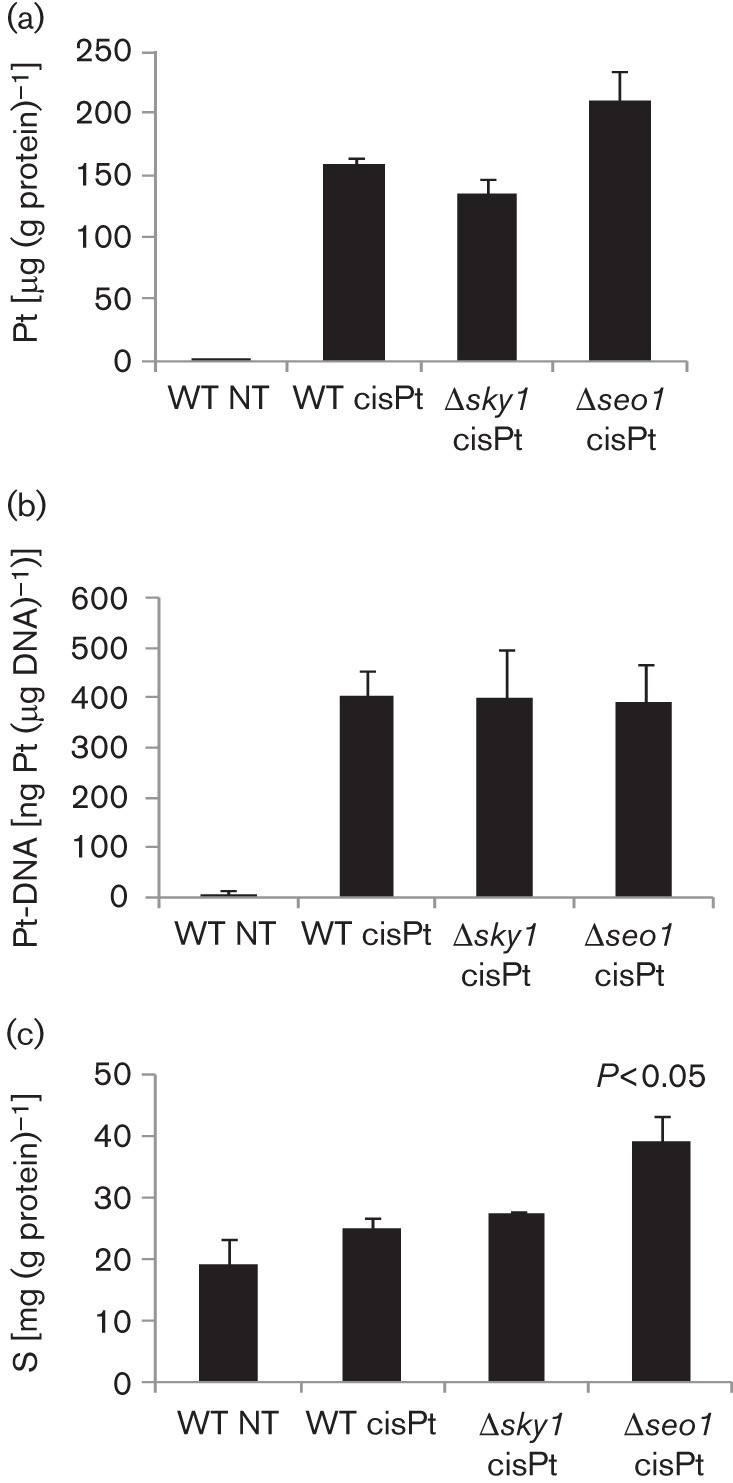
Platinum and sulfur content in W303, W303-Δ*sky1* and W303-Δ*seo1* strains after cisplatin treatment. (a) Platinum content, (b) platinum in genomic DNA and (c) sulfur content. NT, not treated; cisPt, cisplatin treatment. Comparisons were made with W303 treated cells. The *P* value is indicated when significant differences were found.

### Effects of downregulation of the methionine pathway and *SEO1* deletion on cisplatin resistance

As reported above for the W303 strain, cisplatin treatment increased the mRNA levels of a series of genes related to sulfur assimilation and the metabolism of sulfur compounds (Table 1) in a Sky1-dependent manner (Figs 1 and 2). 

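Over all genes of Table 1, the lists that rose with cisplatin in W303 were lower in treated W303-Δ*sky1* than in treated W303 to different degrees. The 15 genes for methionine biosynthesis had a median log2 difference of -1.28 (limma's fry, adjusted p = 3.07e-06), and the 8 genes for cysteine biosynthesis -1.27 (fry, adjusted p = 9.71e-07). The 14 genes for oxidation and reduction had -0.91 (limma's fry, adjusted p = 9.71e-07) and the 11 for transmembrane transport -1.01 (fry, adjusted p = 8.09e-05). These lists passed with camera too. The 3 genes for purine nucleotide biosynthesis had -0.14 (limma's fry, adjusted p = 0.0422), which did not pass with camera (adjusted p = 0.778) or with the replicate number as a block (adjusted p = 0.104). *SAM1* had a log2 difference of -0.89 in treated W303-Δ*sky1* (limma, adjusted p = 3.24e-06) and *SAM2* -0.68 (adjusted p = 1.02e-05). The call of *SAM2* was lost without W303 cisplatin replicate 2, at -0.66, without W303-Δ*sky1* cisplatin replicate 2, at -0.65, and under quantile or median normalization, at -0.65. Among the regulators of these genes in W303, *MET32* rose from 3.54 ± 0.14 to 6.53 ± 0.09 with cisplatin (mean ± SD, n = 3; limma, adjusted p = 3.99e-07) and *MET28* by 0.73 (adjusted p = 0.000838). *MET4* had -0.12 (limma, adjusted p = 0.291), and *MET31*, with -0.33 (adjusted p = 0.00828), and *CBF1*, with -0.51 (adjusted p = 0.00285), stayed under the 1.6-fold threshold. Whether the strains differ in their response was not tested as an interaction.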

Considering that the W303-Δ*sky1* strain is more resistant to cisplatin than W303, we also tested if the deletion of genes encoding transcriptional regulators of the methionine pathway (*MET4*, *MET*28, the two homologues *MET31/MET32* or *CBF1*) (Lee *et al.*, 2010), as well as the deletion of *SEO1*, produced changes in the sensitivity to cisplatin. The cytotoxic assays were performed with the selected strains as reported in Methods and the IC_50_ was calculated. Results (Fig. 4) confirmed the increased resistance of a Δ*sky1* strain as reported previously (Huang *et al.*, 2005). No significant changes were observed for the other strains analysed, with the exception of Δ*met28*, which was more sensitive to cisplatin than the WT.

**Fig. 4.**
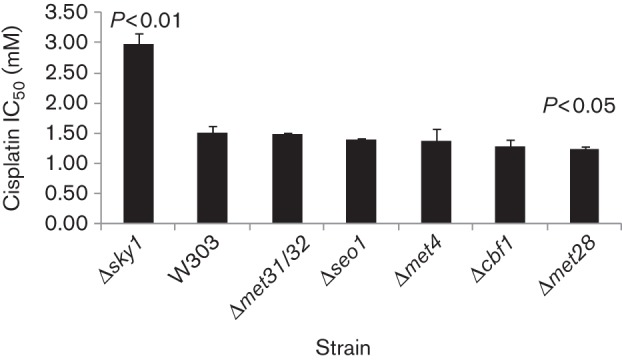
IC_50_ calculated from cytotoxicity assays. Comparisons were done versus W303 treated cells. The *P* value is indicated when significant differences were found.

### Intracellular glutathione levels after cisplatin treatment

Levels of glutathione were determined in the W303, W303-Δ*sky1* and W303-Δ*seo1* strains as described in Methods. The measured total intracellular glutathione concentration (GSSG+GSH) was in the range of previous determinations in yeast cells (Rhieu *et al.*, 2013). In the absence of cisplatin, the total glutathione content was increased in both mutants as compared with the WT strain (Fig. 5a). Differences in the total glutathione content between treated and untreated cells were not statistically significant in the WT, but significant decreases were found in the mutants (Fig. 5a). In the absence of treatment, values of GSSG were only higher in the W303-Δ*sky1* strain than in W303 (Fig. 5b). For the W303-Δ*seo1* treated strain, the comparisons with all the other strains and conditions differed significantly in GSSG content (Fig. 5b). With regard to the GSSG/GSH ratio after cisplatin treatment, the major increase was observed in the W303-Δ*seo1* strain (Fig. 5c). Cisplatin treatment has been related to oxidative stress (Martins *et al.*, 2008; Pratibha *et al.*, 2006) and changes in the expression of genes encoding enzymes related to oxidation–reduction processes were observed in the yeast strains analysed in this study after cisplatin treatment (Table 1). However, a comparison of the GSSG/GSH ratios in the W303 and W303*-*Δ*sky1* strains could not explain the higher resistance to cisplatin observed in the null mutant by higher levels of available GSH (Fig. 5c).

**Fig. 5.**
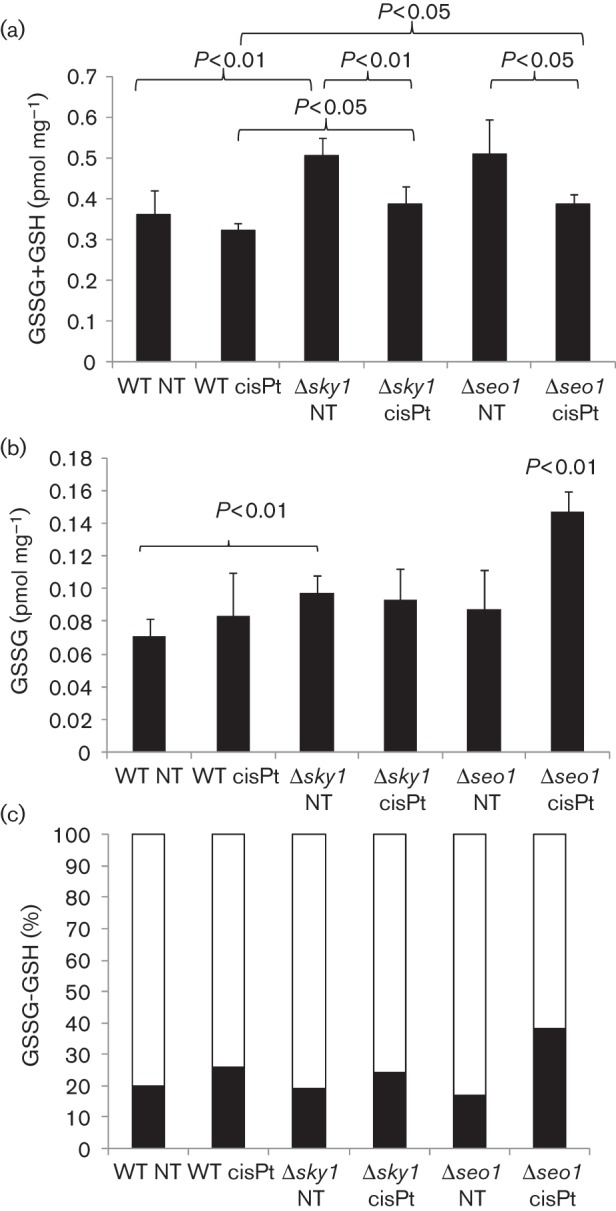
Glutathione determination in W303, W303-Δ*sky1* and W303-Δ*seo1* strains after cisplatin treatment (a) Total (GSSG+GSH), (b) GSSG, and (c) per cent GSSG (black) and GSH (white). NT, not treated; cisPt, cisplatin treatment. The *P* value is indicated when statistically significant differences were found and the corresponding pair comparisons are indicated by brackets. In (b), the absence of brackets in the comparison of W303*-*Δ*seo1* cisPt indicates that all pair comparisons are significant.

## Discussion

### Sulfur metabolism and transcriptional response to cisplatin treatment

The combination of deletome and transcriptome analyses is useful to identify regulatory processes in response to external stimuli (Jin *et al.*, 2008). A comparison of genes whose expression changed in response to cisplatin in our study (Tables S1 and S2) and those whose deletions changed the sensitivity or resistance of the strain to the drug (Burger *et al.*, 2000; Huang *et al.*, 2005; Wu *et al.*, 2004) confirms that there is no direct correlation between transcriptome and deletome analyses as proposed previously (Birrell *et al.*, 2002; Jin *et al.*, 2008). For instance, several genes related to DNA repair mechanisms, such as *RAD* or *REV* genes and others, whose deletions increase cisplatin sensitivity in yeast (Burger *et al.*, 2000; Wu *et al.*, 2004), do not change their mRNA levels after cisplatin treatment in our study. This is consistent with the assumption that many other post-transcriptional events are part of the regulatory responses elicited by cisplatin, which are not detectable in the transcriptome analyses. Nevertheless, our transcriptome approach has identified genes from sulfate assimilation and sulfur metabolism as targets of cisplatin treatment in a response partially dependent on *SKY1* function (Tables 1 and 6, Figs 1 and 2), which have not been identified in previous deletome analyses. 

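The arrays hold 33 genes with a *RAD* or *REV* symbol. With cisplatin in W303, 32 of them were not DEGs by limma, and their log2 fold changes lay between -0.47 for *RAD33* and 0.31 for *RAD10*. The exception was *RAD59*, which went from 4.27 ± 0.16 to 6.93 ± 0.02 (mean ± SD, n = 3), a log2 fold change of 2.66 (SE 0.08; limma, adjusted p = 6.08e-07), and stayed between 2.57 and 2.73 with each array left out in turn. *RAD59* was named after its value was seen, as were *RAD33* and *RAD10*. As a list, the 33 genes had a median of 0.07, with 19 raised and 14 lowered (limma's fry, adjusted p = 0.11). Between the treated strains *RAD59* had a log2 difference of -0.54, under the 1.6-fold threshold.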

The reduction of sulfate to sulfide through the sulfate assimilation pathway allows the synthesis of homocysteine. This metabolite is a precursor of methionine and AdoMet through the methyl cycle, and also of cysteine and glutathione through the *trans*-sulfuration pathway. In turn, AdoMet is required in the biosynthesis of sirohaem, which is necessary for sulfate assimilation. Fig. 2 shows the effects of cisplatin and *SKY1* deletion on these pathways as deduced from the transcriptome analysis. As indicated in Fig. 2, increased transcription of *MMP1* and *MUP3* genes, necessary for the incorporation of methionine or *S*-methylmethionine from the medium, might also play an important role in the yeast response to cisplatin.

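In W303, *MMP1* went from 5.08 ± 0.08 to 7.52 ± 0.06 with cisplatin (mean ± SD, n = 3), a log2 fold change of 2.44 (limma, adjusted p = 2.44e-07). *MUP3* went from 6.26 ± 0.02 to 8.08 ± 0.06, a log2 fold change of 1.82 (limma, adjusted p = 5.6e-07, n = 3). In treated W303-Δ*sky1* both were lower than in treated W303, with log2 differences of -1.73 for *MMP1* (limma, adjusted p = 2.99e-07) and -0.93 for *MUP3* (adjusted p = 1.49e-06). For *MUP3* the difference between untreated strains was -0.07 (limma, adjusted p = 0.322). *MMP1* had -0.64 (limma, adjusted p = 0.000748), just under the 1.6-fold threshold, which it passed without W303 untreated replicate 1 and without W303-Δ*sky1* untreated replicate 1, at -0.69 in each case.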

As *Met4* is the transcriptional activator of the genes from the assimilation of sulfate and sulfur compound biosynthesis, we also tested if deletion of *MET4* or the genes encoding other regulatory proteins (*MET31*, *MET32*, *CBF1* and *MET28*), which lack intrinsic transcriptional activation and act as adaptors for recruiting Met4 to appropriate promoters (Blaiseau *et al.*, 1997; Kuras *et al.*, 1996), caused a decrease in cisplatin IC_50_ in cytotoxicity assays (Fig. 4). No significant change was observed in most of the deleted strains, thus indicating that the cellular response to cisplatin does not depend on a mechanism related to the transcription factor Met4. We have only found a small, although statistically significant change, from 1.50 to 1.23 mM, in the Δ*met28* deletant. It has been proposed that Met4-activated transcription necessarily depends on Met31 and Met32, whereas the dependency on Cbf1 or Met28 selects distinct sulfur metabolic processes (Lee *et al.*, 2010), separating the assimilation of inorganic sulfate (Cbf1) from the synthesis of organic compounds (Met28). Therefore, sensitivity to cisplatin might be affected by dysregulation of the synthesis of specific sulfur organic compounds, rather than by a general increase in all the metabolic pathways downstream of sulfate assimilation.

Although cisplatin elicits a wide transcriptional response affecting genes from the assimilation and metabolism of sulfur compounds, no significant change in total intracellular sulfur content after cisplatin treatment was observed in W303 (Fig. 3c), which might be explained if increased synthesis of sulfur compounds is accompanied by an active export of one or more of them to the medium. One of the genes related to the transport of sulfur compounds and with a high transcriptional response to cisplatin treatment is *SEO1.* However, the substrate of this permease has not yet been identified (Isnard *et al.*, 1996). The expression of *SEO1* in response to cisplatin partially depends on Sky1 (Fig. 1a, Table 6). 

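Linked through W303 as the sum of the differences within tables, *SEO1* rose by 2.97 on the log2 scale with cisplatin in W303-Δ*sky1*, or 61.4% of its response in W303. With the levels of the W303-Δ*sky1* arrays set directly across tables the rise was 3.25. The tables were normalized separately, so that these values were not tested.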

We have found that the deletion of *SEO1* significantly increases intracellular levels of sulfur (Fig. 3c) without affecting platinum levels or DNA platination (Fig. 3a, b). This argues in favour of its participation in the export of sulfur compounds, but not in complex with platinum compounds.

The fact that a cisplatin-induced transcriptional response upregulates the expression of genes related to sulfate assimilation raises the question of the metabolic use of homocysteine for the biosynthesis of glutathione via cystathionine or for the biosynthesis of l-methionine and AdoMet. Cisplatin exhibits a high affinity toward sulfur donors, such as cysteine, methionine or glutathione. Thus, the formation of stable platinum–sulfur bonds with them might contribute to the mechanism of detoxification and resistance. In mammalian cells, data are still controversial with the assumption that glutathione functions in cisplatin chelation and detoxification. As favourable arguments, depletion of glutathione increased sensitization to cisplatin toxicity in osteosarcoma cells (Komiya *et al.*, 1998). In addition, high resistance to cisplatin in human ovarian cancer cell lines was associated with a marked increase of glutathione synthesis (Godwin *et al.*, 1992), and reactions of *cis*- and *trans*-[PtCl_2_(NH_3_)_2_] with reduced glutathione (GSH) inside intact red blood cells have been reported (Berners-Price & Kuchel, 1990). In contrast, in other studies there was no correlation between cellular resistance and glutathione levels (Boubakari *et al.*, 2004; Bracht *et al.*, 2006). To the best of our knowledge, none of these mechanisms have previously been studied in yeast. We have thus measured the glutathione content in response to cisplatin treatment and observed that there is no increase in total glutathione content after treatment of the W303 strain (Fig. 5a). Accordingly, expression of the genes involved in the biosynthesis of glutathione from cysteine (*GSH1* and *GSH2*) is not enhanced in the transcritome data. 

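In W303 *GSH1* went from 7.47 ± 0.13 to 7.86 ± 0.08 with cisplatin (mean ± SD, n = 3), a log2 fold change of 0.39 (limma, adjusted p = 0.00904), under the 1.6-fold threshold. *GSH2* had 6.97 ± 0.14 without and 7.02 ± 0.04 with cisplatin, a log2 fold change of 0.06 (limma, adjusted p = 0.599, n = 3). Between treated W303-Δ*sky1* and treated W303 the log2 differences were 0.17 for *GSH1* (limma, adjusted p = 0.0375) and 0.34 for *GSH2* (adjusted p = 0.00037), and between the untreated strains -0.01 (adjusted p = 0.963) and 0.29 (adjusted p = 0.0327). No difference reached 1.6-fold.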

In the Δ*sky1* mutant, the decrease in utilization of homocysteine for glutathione biosynthesis, as suggested by the significant decrease of total glutathione after cisplatin treatment (Fig. 5a), would allow the higher production of cysteine and methionine. This could be advantageous for resistance against cisplatin if, as recently reported, cysteine and methionine are efficient chelants for cisplatin (Zimmermann *et al.*, 2005), whilst major glutathione cisplatin adducts, [Pt(SG)_2_], can only account for ≤20 % of the total cisplatin adducts formed inside the cell (Kasherman *et al.*, 2009).

If homocysteine is not employed for glutathione synthesis as explained above, it can be expected to be channelled into the biosynthesis of methionine and AdoMet as well (Fig. 2). Thus, in the cellular response to cisplatin it is also possible that AdoMet, derived from methionine, could be used in the biosynthesis of purine nucleotides needed for DNA repair. This view is supported by the transcriptional data reported here. Several genes related to purine nucleotide biosynthesis (*ADE1*, *ADE17* and *MTD1*) as well as others from glycine metabolism (*GCV3*, *GCV1* and *SMH2*) and folic acid biosynthesis (*FOL1*), previously found to be co-regulated with the synthesis of enzymes of the purine biosynthetic pathway (Denis & Daignan-Fornier, 1998), are upregulated after cisplatin treatment (Table 1). This stimulation of purine biosynthesis pathways, as well as that of metabolites consumed during *de novo* purine biosynthesis like glycine and 10-formyl tetrahydrofolate, could provide the necessary nucleotides for DNA repair mechanisms, which are well known to participate in the response to cisplatin (Basu & Krishnamurthy, 2010). Also supporting our results, transcriptome and metabolome analyses in cancerous cell lines demonstrated a relation between cisplatin sensitivity and nucleotide synthesis by both salvage and *de novo* pathways (Cavill *et al.*, 2011).

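Between treated W303-Δ*sky1* and treated W303, 1 of these 7 genes, *FOL1*, was a DEG. As a list the 7 had a median log2 difference of -0.14 (limma's fry, adjusted p = 0.002), which did not pass with camera (adjusted p = 0.687). Linked through W303 across separately normalized tables, and without a test, *ADE1* kept 84.5%, *ADE17* 94.7%, *MTD1* 105%, *GCV1* 109% and *SHM2* 92.2% of its response to cisplatin in W303-Δ*sky1*, and *FOL1* 8.15%. A list of 11 genes of the purine biosynthetic pathway, fixed in advance, had a median log2 fold change of 0.30 with cisplatin in W303 (limma's fry, adjusted p = 0.000548). Of these, 6 had an adjusted p under 0.05 over all genes and 7 adjusted over the list alone, and the 2 DEGs were *ADE1* and *ADE17*. Between the untreated strains the pathway had a median of -0.03 (limma's fry, adjusted p = 0.00434, and 0.684 with camera). Between the treated strains it had -0.14 (limma's fry, adjusted p = 0.0634, and 0.0482 with the replicate number as a block).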

### Cisplatin treatment and stress response

Sulfur metabolism is involved in multiple facets of cellular metabolism related to several responses to stress. Indeed, Met4-dependent transcriptional activation of genes related to assimilation and metabolism of sulfur compounds has been reported previously in response to cadmium and other metal-induced stress (Fauchon *et al.*, 2002; Jin *et al.*, 2008). Yeast cells exposed to cadmium adapt to the extreme requirement of sulfur for GSH synthesis by sulfur sparing. Selective translation of proteins with a low content of sulfur, including enzymes of the sulfur metabolic pathway, allows the sparing of sulfur-containing amino acids (Fauchon *et al.*, 2002). The observed transcriptional activation of genes related to assimilation and metabolism of sulfur compounds after cisplatin treatment differs from metal-induced stress (Fauchon *et al.*, 2002), since it is not accompanied by an increase in glutathione levels (Fig. 5).

Activation of genes from sulfur metabolism in response to metals (Fauchon *et al.*, 2002; Jin *et al.*, 2008) or after Met4-induced hyper-activation (Lee *et al.*, 2010) has been co-associated with downregulation of ribosome biogenesis genes. This co-association is also observed in our study. 

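The arrays hold 138 ribosomal protein genes of *S. cerevisiae*, by their symbols. In W303 with cisplatin all 138 had lower means than without it, with a median log2 fold change of -0.53 (limma's fry, adjusted p = 0.000365).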

The decrease in cell proliferation that usually accompanies the stress might cause the observed downregulation of genes related to ribosome synthesis. 

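The genes affected by the drug and by the deletion were compared list by list. With cisplatin in W303, 0 of the 30 genes of Table 4 for rRNA processing were DEGs by limma, and 6 had an adjusted p under 0.05. Their median log2 fold change was -0.07 (limma's fry, adjusted p = 0.0502, and 0.0387 without W303 untreated replicate 1). Likewise 0 of the 26 genes for ribosome biogenesis were DEGs by limma and 6 had an adjusted p under 0.05, with a median of -0.08 (fry, adjusted p = 0.0169). That p was 0.0998 with the replicate number as a block, 0.0668 without W303 untreated replicate 2, 0.0584 without W303 untreated replicate 3, 0.0536 without W303 cisplatin replicate 2 and 0.0573 without W303 cisplatin replicate 3. The 138 ribosomal protein genes had a median log2 difference of 0.00 between the untreated strains (limma's fry, adjusted p = 0.677), with 70 raised and 68 lowered, and of 0.06 between the treated strains (fry, adjusted p = 0.26). Between the treated strains the lists of Table 4 were lower again in W303-Δ*sky1*. Of the 30 genes for rRNA processing 29 were DEGs (median -1.14; limma's fry, adjusted p = 1.98e-06), as were all 26 for ribosome biogenesis (median -1.16; fry, adjusted p = 1.88e-06).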

We have found that cisplatin treatment and Sky1 depletion (Tables 2 and 4, respectively) cause downregulation of genes related to rRNA processing and ribosome biogenesis. In support of this result, cisplatin inhibits rRNA synthesis in HeLa cell cultures by a mechanism that affects initiation of transcription by RNA polymerase I (Jordan & Carmo-Fonseca, 1998). An interesting result from our study is that in the Δ*sky1* strain (Table 4) there is a downregulation of three genes (*CTK1*, *UTP15* and *NAN1*) which encode proteins that cause a positive regulation of transcription from the RNA polymerase I promoter (Table S8). 

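In untreated W303-Δ*sky1*, *UTP15* had the largest decrease of the 3 genes, from 7.47 ± 0.12 to 6.29 ± 0.07 (mean ± SD, n = 3), a log2 fold change of -1.19 (limma, adjusted p = 4.52e-05). *NAN1* went from 6.79 ± 0.05 to 6.04 ± 0.08, or -0.75 (limma, adjusted p = 0.000114, n = 3). *CTK1* went from 6.65 ± 0.09 to 5.94 ± 0.06, or -0.71 (limma, adjusted p = 0.000159, n = 3). The call of *CTK1* was lost without W303 untreated replicate 3, at -0.67, without W303-Δ*sky1* untreated replicate 1, at -0.68, and under cyclic loess normalization, at -0.67. Between the treated strains all 3 were DEGs, with -1.82 for *UTP15*, -0.86 for *NAN1* and -0.87 for *CTK1*. In W303 with cisplatin none was, with 0.11 for *UTP15* (limma, adjusted p = 0.297), -0.02 for *NAN1* (adjusted p = 0.816) and 0.11 for *CTK1* (adjusted p = 0.155).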

The Sky1-dependent regulation of *CTK1* has been verified and confirmed by qPCR (Table 5).

## Conclusions

The transcriptional response to cisplatin and its dependence on Sky1 function has been evaluated. There is a high increase in mRNA levels of genes related to sulfate assimilation and metabolism of sulfur compounds upon cisplatin treatment, which depends partially on Sky1 function. *SEO1* expression increases in this response and its deletion increases the intracellular sulfur content.

Several putative mechanisms may explain the increased cisplatin resistance of the W303-Δ*sky1* strain when considering the data on the platinum, sulfur and glutathione content, and transcriptional regulation of sulfur metabolism. Thus, resistance does not depend on a decrease in the intracellular levels of cisplatin, DNA platination or variations in the GSH/GSSG ratio. Regulated expression of genes from sulfur metabolism, together with the observed decrease of intracellular glutathione levels in the Δ*sky1* strain, whilst maintaining the total sulfur content, suggests the preferential use of homocysteine for cysteine and methionine production. The formation of cisplatin complexes with these thiols could be envisaged as a mechanism of increased resistance.

## References

[r1] BasuA.KrishnamurthyS. **(**2010**).** Cellular responses to cisplatin-induced DNA damage. J Nucleic Acids 2010, 1–16. 10.4061/2010/20136720811617PMC2929606

[r2] BenjaminiY.HochbergY. **(**1995**).** Controlling the false discovery rate: a practical and powerful approach to multiple testing. J R Stat Soc Series B Stat Methodol 57, 289–300.

[r3] Berners-PriceS. J.KuchelP. W. **(**1990**).** Reaction of *cis*- and *trans*-[PtCl_2_(NH_3_)_2_] with reduced glutathione inside human red blood cells, studied by ^1^H and ^15^N-{^1^H} DEPT NMR. J Inorg Biochem 38, 327–345. 10.1016/0162-0134(90)80006-J2332767

[r4] BirrellG. W.BrownJ. A.WuH. I.GiaeverG.ChuA. M.DavisR. W.BrownJ. M. **(**2002**).** Transcriptional response of *Saccharomyces cerevisiae* to DNA-damaging agents does not identify the genes that protect against these agents. Proc Natl Acad Sci U S A 99, 8778–8783. 10.1073/pnas.13227519912077312PMC124375

[r5] BlaiseauP. L.IsnardA. D.Surdin-KerjanY.ThomasD. **(**1997**).** Met31p and Met32p, two related zinc finger proteins, are involved in transcriptional regulation of yeast sulfur amino acid metabolism. Mol Cell Biol 17, 3640–3648.919929810.1128/mcb.17.7.3640PMC232216

[r6] BoubakariB. K.BrachtK.NeumannC.GrünertR.BednarskiP. J. **(**2004**).** No correlation between GSH levels in human cancer cell lines and the cell growth inhibitory activities of platinum diamine complexes. Arch Pharm (Weinheim) 337, 668–671. 10.1002/ardp.20040062015614830

[r7] BrachtK.BoubakariGrünertR.BednarskiP. J. **(**2006**).** Correlations between the activities of 19 anti-tumor agents and the intracellular glutathione concentrations in a panel of 14 human cancer cell lines: comparisons with the National Cancer Institute data. Anticancer Drugs 17, 41–51. 10.1097/01.cad.0000190280.60005.0516317289

[r8] BradfordM. M. **(**1976**).** A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Anal Biochem 72, 248–254. 10.1016/0003-2697(76)90527-3942051

[r9] BurgerH.CapelloA.SchenkP. W.StoterG.BrouwerJ.NooterK. **(**2000**).** A genome-wide screening in *Saccharomyces cerevisiae* for genes that confer resistance to the anticancer agent cisplatin. Biochem Biophys Res Commun 269, 767–774. 10.1006/bbrc.2000.236110720490

[r10] CabaE.DickinsonD. A.WarnesG. R.AubrechtJ. **(**2005**).** Differentiating mechanisms of toxicity using global gene expression analysis in *Saccharomyces cerevisiae*. Mutat Res 575, 34–46. 10.1016/j.mrfmmm.2005.02.00515878181

[r11] CavillR.KamburovA.EllisJ. K.AthersuchT. J.BlagroveM. S.HerwigR.EbbelsT. M.KeunH. C. **(**2011**).** Consensus-phenotype integration of transcriptomic and metabolomic data implies a role for metabolism in the chemosensitivity of tumour cells. PLoS Comput Biol 7, e1001113. 10.1371/journal.pcbi.100111321483477PMC3068923

[r12] DagherS. F.FuX. D. **(**2001**).** Evidence for a role of Sky1p-mediated phosphorylation in 3′ splice site recognition involving both Prp8 and Prp17/Slu4. RNA 7, 1284–1297. 10.1017/S135583820101607711565750PMC1370172

[r13] DenisV.Daignan-FornierB. **(**1998**).** Synthesis of glutamine, glycine and 10-formyl tetrahydrofolate is coregulated with purine biosynthesis in *Saccharomyces cerevisiae*. Mol Gen Genet 259, 246–255. 10.1007/s0043800508109749667

[r14] FauchonM.LagnielG.AudeJ. C.LombardíaL.SoularueP.PetatC.MarguerieG.SentenacA.WernerM.LabarreJ. **(**2002**).** Sulfur sparing in the yeast proteome in response to sulfur demand. Mol Cell 9, 713–723. 10.1016/S1097-2765(02)00500-211983164

[r15] FuertesM. A.CastillaJ.AlonsoC.PérezJ. M. **(**2003**).** Cisplatin biochemical mechanism of action: from cytotoxicity to induction of cell death through interconnections between apoptotic and necrotic pathways. Curr Med Chem 10, 257–266. 10.2174/092986703336848412570712

[r16] GietzR. D.AkioS. **(**1988**).** New yeast–*Escherichia coli* shuttle vectors constructed with *in vitro* mutagenized yeast genes lacking six-base pair restriction sites. Gene 74, 527–534. 10.1016/0378-1119(88)90185-03073106

[r17] GilbertW.SiebelC. W.GuthrieC. **(**2001**).** Phosphorylation by Sky1p promotes Npl3p shuttling and mRNA dissociation. RNA 7, 302–313. 10.1017/S135583820100236911233987PMC1370088

[r18] GodwinA. K.MeisterA.O’DwyerP. J.HuangC. S.HamiltonT. C.AndersonM. E. **(**1992**).** High resistance to cisplatin in human ovarian cancer cell lines is associated with marked increase of glutathione synthesis. Proc Natl Acad Sci U S A 89, 3070–3074. 10.1073/pnas.89.7.30701348364PMC48805

[r19] HoffmanC. S.WinstonF. **(**1987**).** A ten-minute DNA preparation from yeast efficiently releases autonomous plasmids for transformation of *Escherichia coli*. Gene 57, 267–272. 10.1016/0378-1119(87)90131-43319781

[r20] HuangR. Y.EddyM.VujcicM.KowalskiD. **(**2005**).** Genome-wide screen identifies genes whose inactivation confer resistance to cisplatin in *Saccharomyces cerevisiae*. Cancer Res 65, 5890–5897. 10.1158/0008-5472.CAN-04-409315994967

[r21] IshidaS.LeeJ.ThieleD. J.HerskowitzI. **(**2002**).** Uptake of the anticancer drug cisplatin mediated by the copper transporter Ctr1 in yeast and mammals. Proc Natl Acad Sci U S A 99, 14298–14302. 10.1073/pnas.16249139912370430PMC137878

[r22] IsnardA. D.ThomasD.Surdin-KerjanY. **(**1996**).** The study of methionine uptake in *Saccharomyces cerevisiae* reveals a new family of amino acid permeases. J Mol Biol 262, 473–484. 10.1006/jmbi.1996.05298893857

[r23] JinY. H.DunlapP. E.McBrideS. J.Al-RefaiH.BushelP. R.FreedmanJ. H. **(**2008**).** Global transcriptome and deletome profiles of yeast exposed to transition metals. PLoS Genet 4, e1000053. 10.1371/journal.pgen.100005318437200PMC2278374

[r24] JordanP.Carmo-FonsecaM. **(**1998**).** Cisplatin inhibits synthesis of ribosomal RNA *in vivo*. Nucleic Acids Res 26, 2831–2836. 10.1093/nar/26.12.28319611224PMC147654

[r25] KashermanY.SturupS.GibsonD. **(**2009**).** Is glutathione the major cellular target of cisplatin? A study of the interactions of cisplatin with cancer cell extracts. J Med Chem 52, 4319–4328. 10.1021/jm900138u19537717

[r26] KimH. K.ChoiI. J.KimC. G.KimH. S.OshimaA.MichalowskiA.GreenJ. E. **(**2011**).** A gene expression signature of acquired chemoresistance to cisplatin and fluorouracil combination chemotherapy in gastric cancer patients. PLoS ONE 6, e16694. 10.1371/journal.pone.001669421364753PMC3041770

[r27] KomiyaS.GobhardtM. C.ManghamD. C.InoueA. **(**1998**).** Role of glutathione in cisplatin resistance in osteosarcoma cell lines. J Orthop Res 16, 15–22. 10.1002/jor.11001601049565068

[r28] KurasL.CherestH.Surdin-KerjanY.ThomasD. **(**1996**).** A heteromeric complex containing the centromere binding factor 1 and two basic leucine zipper factors, Met4 and Met28, mediates the transcription activation of yeast sulfur metabolism. EMBO J 15, 2519–2529.8665859PMC450184

[r29] LeeT. A.JorgensenP.BognarA. L.PeyraudC.ThomasD.TyersM. **(**2010**).** Dissection of combinatorial control by the Met4 transcriptional complex. Mol Biol Cell 21, 456–469. 10.1091/mbc.E09-05-042019940020PMC2814790

[r30] LivakK. J.SchmittgenT. D. **(**2001**).** Analysis of relative gene expression data using real-time quantitative PCR and the 2^–ΔΔ^*^C^*T method. Methods 25, 402–408. 10.1006/meth.2001.126211846609

[r31] MartinsN. M.SantosN. A.CurtiC.BianchiM. L.SantosA. C. **(**2008**).** Cisplatin induces mitochondrial oxidative stress with resultant energetic metabolism impairment, membrane rigidification and apoptosis in rat liver. J Appl Toxicol 28, 337–344. 10.1002/jat.128417604343

[r32] MedinaI.CarbonellJ.PulidoL.MadeiraS. C.GoetzS.ConesaA.TárragaJ.Pascual-MontanoA.Nogales-CadenasR. **& other authors (**2010**).** Babelomics: an integrative platform for the analysis of transcriptomics, proteomics and genomic data with advanced functional profiling. Nucleic Acids Res 38 (Web Server), W210–W213. 10.1093/nar/gkq38820478823PMC2896184

[r33] PérezR. P. **(**1998**).** Cellular and molecular determinants of cisplatin resistance. Eur J Cancer 34, 1535–1542. 10.1016/S0959-8049(98)00227-59893624

[r34] PratibhaR.SameerR.RataboliP. V.BhiwgadeD. A.DhumeC. Y. **(**2006**).** Enzymatic studies of cisplatin induced oxidative stress in hepatic tissue of rats. Eur J Pharmacol 532, 290–293. 10.1016/j.ejphar.2006.01.00716458885

[r35] RhieuS. Y.UrbasA. A.LippaK. A.ReipaV. **(**2013**).** Quantitative measurements of glutathione in yeast cell lysate using ^1^H NMR. Anal Bioanal Chem 405, 4963–4968. 10.1007/s00216-013-6858-523471371

[r36] RobinsonM. D.GrigullJ.MohammadN.HughesT. R. **(**2002**).** FunSpec: a web-based cluster interpreter for yeast. BMC Bioinformatics 3, 35. 10.1186/1471-2105-3-3512431279PMC139976

[r37] Rodríguez LombarderoS.Vizoso VázquezA.Rodríguez BelmonteE.González SisoM. I.CerdánM. E. **(**2012**).** *SKY1* and *IXR1* interactions, their effects on cisplatin and spermine resistance in *Saccharomyces cerevisiae*. Can J Microbiol 58, 184–188. 10.1139/w11-12422260231

[r38] SchenkP. W.BoersmaA. W.BrandsmaJ. A.den DulkH.BurgerH.StoterG.BrouwerJ.NooterK. **(**2001**).** *SKY1* is involved in cisplatin-induced cell kill in *Saccharomyces cerevisiae*, and inactivation of its human homologue, *SRPK1*, induces cisplatin resistance in a human ovarian carcinoma cell line. Cancer Res 61, 6982–6986.11585720

[r39] SchenkP. W.BoersmaA. W.BrokM.BurgerH.StoterG.NooterK. **(**2002**).** Inactivation of the *Saccharomyces cerevisiae SKY1* gene induces a specific modification of the yeast anticancer drug sensitivity profile accompanied by a mutator phenotype. Mol Pharmacol 61, 659–666. 10.1124/mol.61.3.65911854447

[r40] ShenH.GreenM. R. **(**2006**).** RS domains contact splicing signals and promote splicing by a common mechanism in yeast through humans. Genes Dev 20, 1755–1765. 10.1101/gad.142210616766678PMC1522072

[r41] SmythG. K. **(**2005**).** LIMMA: linear models for microarray data. In Bioinformatics and Computational Biology Solutions using R and Bioconductor, pp. 397–420. Edited by GentlemanR.CareyV.DudoitS.IrizarryR.HuberW. New York: Springer 10.1007/0-387-29362-0_23

[r42] TizónB.Rodríguez-TorresA. M.CerdánM. E. **(**1999**).** Disruption of six novel *Saccharomyces cerevisiae* genes reveals that YGL129c is necessary for growth in non-fermentable carbon sources, YGL128c for growth at low or high temperatures and YGL125w is implicated in the biosynthesis of methionine. Yeast 15, 145–154. 10.1002/(SICI)1097-0061(19990130)15:2<145::AID-YEA346>3.0.CO;2-J10029993

[r43] WanY. W.SabbaghE.RaeseR.QianY.LuoD.DenvirJ.VallyathanV.CastranovaV.GuoN. L. **(**2010**).** Hybrid models identified a 12-gene signature for lung cancer prognosis and chemoresponse prediction. PLoS ONE 5, e12222. 10.1371/journal.pone.001222220808922PMC2923187

[r44] WindgassenM.KrebberH. **(**2003**).** Identification of Gbp2 as a novel poly(A)^+^ RNA-binding protein involved in the cytoplasmic delivery of messenger RNAs in yeast. EMBO Rep 4, 278–283. 10.1038/sj.embor.embor76312634846PMC1315891

[r45] WindgassenM.SturmD.CajigasI. J.GonzálezC. I.SeedorfM.BastiansH.KrebberH. **(**2004**).** Yeast shuttling SR proteins Npl3p, Gbp2p, and Hrb1p are part of the translating mRNPs, and Npl3p can function as a translational repressor. Mol Cell Biol 24, 10479–10491. 10.1128/MCB.24.23.10479-10491.200415542855PMC529038

[r46] WuH. I.BrownJ. A.DorieM. J.LazzeroniL.BrownJ. M. **(**2004**).** Genome-wide identification of genes conferring resistance to the anticancer agents cisplatin, oxaliplatin, and mitomycin C. Cancer Res 64, 3940–3948. 10.1158/0008-5472.CAN-03-311315173006

[r47] ZimmermannT.ZeizingerM.BurdaJ. V. **(**2005**).** Cisplatin interaction with cysteine and methionine, a theoretical DFT study. J Inorg Biochem 99, 2184–2196. 10.1016/j.jinorgbio.2005.07.02116183131

[r48] ZitomerR. S.HallB. D. **(**1976**).** Yeast cytochrome *c* messenger RNA. *In vitro* translation and specific immunoprecipitation of the *CYC1* gene product. J Biol Chem 251, 6320–6326.185210

How the deposited data were processed for this re-analysis (not part of the article)

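Gene expression was measured on 12 Affymetrix GeneChip yeast arrays, from 4 groups of 3 replicates: W303 and W303-Δ*sky1*, each without cisplatin or after 4 h with 600 µM cisplatin. The deposited series lists 18 samples, because the 6 W303 arrays appear in more than 1 comparison. The paper gives 100 ng and the sample labels 10 ng of total RNA for each array.

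The deposited log2 values were made by the authors with RMA, in 3 separate runs of 6 arrays, so that each comparison has its own table of log2 signals. The deposited p-values and FDR values were computed by the authors with limma for each table, and the adjustment runs over all 10715 probe sets. All 18 columns with values of single samples were matched to a sample, and 0 were left unmatched. The log2 unit of the authors' values was checked on their ranges.

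Of the probe sets, 5714 are annotated to *S. cerevisiae*, 4948 to *S. pombe* and 53 to neither. *S. pombe* probe sets and unnamed probe sets were left out of the tests, as were further probe sets of the 16 genes that have more than 1, of which the one with the highest mean was kept. This leaves 5698 genes. The 123 probe sets shared by several genes were kept and are reported as shared. The 95th percentile of the *S. pombe* probe sets on each array, between 1.24 and 1.35, was taken as background. Replicates of a group correlated with r between 0.992 and 0.998, and with 3 arrays in each group the precision of single genes is limited.

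Each of the 3 comparisons (W303 with and without cisplatin, untreated W303-Δ*sky1* and W303, cisplatin-treated W303-Δ*sky1* and W303) was tested in its own table with limma 3.58.1 in R 4.3.3 (linear model, empirical Bayes, Benjamini-Hochberg adjustment). A gene was called a DEG at a change of at least 1.6-fold (0.68 on the log2 scale), an unadjusted p under 0.01 and an adjusted p under 0.05. Genes were matched by the symbol in the deposited annotation (270 names) or the locus tag in the reference annotation (2 names), and 4 names stayed unmatched, YLR279W, *TRP1*, *CRT1* and a label of Fig. 1b. Gene lists were tested with limma's fry and, as an alternative, limma's camera, with adjustment over the 41 lists of each comparison. Over-representation of Gene Ontology biological process terms, 997 terms from the deposited annotation, was tested with a one-sided Fisher's exact test, and so was the overlap of gene lists. Values set across tables carry no test, because the tables were normalized separately, and an interaction of strain and drug was not tested.

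The lists were those of Tables 1 to 6, the genes named together in the text, and lists fixed in advance of a- and α-specific genes, DNA damage reporters, phosphate genes, general amino acid control, stress reporters, W303 markers, the purine pathway and the qPCR reference genes. Ribosomal protein genes and *RAD* and *REV* genes were taken by their symbols. Single genes are named where the paper names them, where they belong to such a list, or where they are among the 5 largest increases or decreases of a comparison with no overlap of the groups. *RAD59*, *RAD33*, *RAD10*, *RAD50*, *RAD6*, *RAD23*, *REC102* and *ULI1* fall outside this rule and were chosen after their values were seen.

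Whether equal replicate numbers mark paired cultures was checked by correlating the deviations from the group means. For equal numbers r was 0.26, 0.21 and 0.32 in W303 with and without cisplatin, 0.26, 0.22 and 0.43 between the untreated strains, and 0.44, 0.34 and 0.29 between the treated strains. For different numbers it was at most 0.13. The pairing within W303 comes from the paper, where each culture was divided into control and treated aliquots, and that between the strains from these correlations alone. A fit with the replicate number as a block was therefore run as an alternative.

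The other alternatives changed the thresholds, the probe sets tested, the variance model or the list test, normalized the deposited RMA values further, or left out each array in turn. The procedure was tested on simulated data with independent noise, in which 200 of 5698 genes were changed by at least 2-fold. Of these, 99%, 99.5% and 99.5% were recovered in the 3 comparisons, with 0, 1 and 1 false calls. Changes near the 1.6-fold threshold were not simulated, so that their recovery stays open. Measurements by qPCR, ICP-MS and growth, and the supplementary tables, were not used here.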

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

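The tests of *REC104* and the test of other normalizations were chosen only after the result was seen.

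Many genes differed between the strains in the same direction with and without cisplatin, most of them outside the genes that the paper names in its text or Tables 1 to 6. By limma, 225 genes were lower in W303-Δ*sky1* in both conditions, where 33.6 would be shared by independent lists (one-sided Fisher's exact test, p = 1.01e-162), and 204 were higher in both, where 24.7 would be shared (one-sided Fisher's exact test, p = 2.91e-167). They make up 74.8% of the 301 genes lower and 72.6% of the 281 genes higher without cisplatin. Of the 225 genes 171, and of the 204 genes 180, are not among the named genes. The text of the paper does not give these overlaps, and its supplementary tables were not used here. Only 1 gene was higher without and lower with cisplatin, and 1 the reverse. The comparisons share no array, but according to the paper the cultures of each strain were divided into untreated and treated aliquots, so that differences between cultures carry into both and the independent lists do not allow for this. With each array left out in turn, the counts ranged from 213 to 241 and from 198 to 216.

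The tables argue against several technical explanations. After 3 further normalizations of the deposited RMA values, at least 205 of the 225 genes and 202 of the 204 genes were still called in both comparisons. Differences between arrays that these methods remove are therefore not the whole cause. RMA itself was not replaced, so that these values cannot exclude it. A sample labelled with the wrong strain is excluded, because every W303 array exceeded every W303-Δ*sky1* array in *SKY1* by at least 6.55 on the log2 scale. *SKY1* read alike with and without cisplatin in W303, so that exchanged treatment labels within a strain would not show. A different mating type of the strains is excluded as the cause too, although the 5 a-specific genes were lower in untreated W303-Δ*sky1* by a median difference of -0.72. They were still expressed there, with 8.46 ± 0.10 for *MFA1*, 8.20 ± 0.14 for *MFA2* and 8.19 ± 0.03 for *STE2* (mean ± SD, n = 3). The 4 α-specific genes had a median difference of -0.019 between the untreated strains, the largest was 0.41 for *STE3*, and *MF(ALPHA)1* stayed near the background at 1.58 ± 0.25 and 1.49 ± 0.20 (mean ± SD, n = 3). Other splits of the 6 arrays of each comparison into 3 and 3 called 0 genes by limma, and the real split is 1 of the 10 splits without cisplatin and 1 of the 10 with it, or 1 of the 4 that part all pairs. So few splits cannot by themselves exclude chance. The spread between the cultures of a group had a median SD of 0.09 without and 0.07 with cisplatin over all genes. Each gene called differed by at least 0.68, but the 1.6-fold threshold sets this by construction. The comparison of these values therefore cannot exclude chance either. A further change in the genome of the deletion strain, apart from *SKY1*, cannot be separated from the deletion and was not tested. That the deletion itself sets these levels in both conditions is a hypothesis.

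*REC104*, which the text, tables and figures of the paper do not name, had the largest decrease in untreated W303-Δ*sky1* after *SKY1* itself. It went from 9.03 ± 0.11 to 6.42 ± 0.10 (mean ± SD, n = 3), a log2 fold change of -2.61 (SE 0.08; limma, adjusted p = 4.01e-06), in the same direction on all 3 arrays. Under cisplatin it went from 8.04 ± 0.10 to 5.59 ± 0.05. No single array accounts for it. With each array left out in turn the change was at least -2.40 in size, between -2.67 and -2.56 without cisplatin and between -2.49 and -2.40 with it. An effect of the deletion on a neighbouring gene is excluded, since *REC104* and *SKY1* lie on different chromosomes (0 shared). With cisplatin in W303, *REC104* was a downregulated DEG too (limma, adjusted p = 0.000151), from 9.05 ± 0.10 to 8.05 ± 0.10 (mean ± SD, n = 3). An effect of the missing kinase and a further difference between the strains both stay open.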

How the results depend on the processing

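The alternative with the authors' deposited FDR was chosen after seeing the data; all others, like the thresholds and gene lists, were set before the data were examined.

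No result reversed under any alternative. The threshold on fold change moved the counts most, and by construction. Counts below are in the order of genes up and down with cisplatin in W303, up and down in untreated W303-Δ*sky1*, and up and down in treated W303-Δ*sky1*. With at least 2-fold they were 50, 15, 80, 79, 196 and 236, and without a threshold on fold change 658, 793, 1199, 1306, 1628 and 1899. The genes up with cisplatin in W303 and lower in treated W303-Δ*sky1* were then 23 and 365, those down and higher 5 and 353, those lower in both conditions 55 and 1086, and those higher in both 54 and 951. With the FDR of the authors' deposited table and 1.6-fold, 53 genes were down with cisplatin in W303, and the cause was not tested. The other 5 counts with it stayed within 1.5 times. With camera in place of fry, 13 of 41 lists passed between the untreated strains, against 30, and the cause was not tested. Without a threshold on fold change 11 terms were over-represented among genes down with cisplatin (4 with it), 6 among genes up in untreated W303-Δ*sky1* (0 with it), 1 among genes up in treated W303-Δ*sky1* (2 with it) and 38 among genes down there (20 with it), and the cause was not tested.

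All counts and overlaps of DEGs stayed within 1.5 times under other thresholds on p, quantile, median or cyclic loess normalization, all probe sets, dim probe sets left out, another variance model and an ordinary 2-sample test. With each array left out in turn, the counts ranged from 84 to 124, 87 to 108, 273 to 326, 292 to 329, 488 to 529 and 617 to 657 in the order above. The overlaps ranged from 44 to 59 for the 48 genes and from 22 to 32 for the 24. The highest count of 124 was without W303 untreated replicate 1. Lists past an adjusted p of 0.05 ranged from 26 to 30 in W303, 25 to 31 between the untreated strains and 33 to 35 between the treated strains.

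For single genes and lists named in the text, changes of call were few. Cyclic loess added 5 and removed 3 calls of 816, quantile normalization added 3 and removed 4, and a shift to the same median added 5 and removed 5. Leaving out 1 array added 37 and removed 66 of 5166, and where a printed value of a gene or list depends on an array, the array is named beside it. Camera removed 11 of 45 list calls.

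With the replicate number as a block, the counts of DEGs were 91, 87, 284, 302, 503 and 638, and 27, 27 and 35 lists passed. Among results not given above, *ECM2* was called between the treated strains (-0.76; limma, adjusted p = 0.000792, against 0.0478 without the block). It also passed without W303-Δ*sky1* cisplatin replicate 1, at -1.15. The block changed no other call of a gene named in the text.

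Signal over background limits few of the results. Of the called genes, 1, 2 and 3 had a group with all 3 arrays under the background in the 3 comparisons, and leaving out dim probe sets changed no count by more than 1. Of 4948 *S. pombe* probe sets, 0, 3 and 2 passed the thresholds for a DEG by limma.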

Differences from the paper's values

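The alternative with the authors' deposited FDR was chosen after seeing the values.

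The paper gives 53 genes downregulated by cisplatin in W303, and 87 were found here. Of 20 alternatives set before the data were examined, the ordinary 2-sample test with pooled variance came within 1.5 times, with 73, and the other 19 did not. The paper gives 177 genes upregulated in untreated W303-Δ*sky1*, against 281 here. Again the ordinary 2-sample test alone came within 1.5 times, with 257. The paper gives 179 genes downregulated there, against 301 here, and 0 of the 20 alternatives came within 1.5 times. For cisplatin-treated W303-Δ*sky1* the paper shows about 230 upregulated genes in Fig. 1b and about 260 downregulated genes in Fig. 1a, read by eye, against 500 and 636 here. Only the threshold of at least 2-fold came within 1.5 times, with 196 and 236. The genes up with cisplatin in W303 and lower in treated W303-Δ*sky1* are about 26 in Fig. 1a, read by eye, and 48 here. Of 23 alternatives set before the data were examined, at least 2-fold came within 1.5 times, with 23. The paper gives 11 genes for the reverse overlap, against 24 here, and 0 of 23 alternatives came within 1.5 times.

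The authors' deposited table, with its FDR under 0.05 and at least 1.6-fold, gives 69 upregulated and 53 downregulated genes in W303, the paper's values. This setting, chosen after seeing the values, drops 1 of 46 genes of Table 1 (*AAD4*) and 1 of 27 of Table 2 (*RPL18B*), the same genes that were not DEGs here. For untreated W303-Δ*sky1* the authors' deposited table gives 259 and 274 in the same way, and for the treated strains 501 and 624.

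In Table 1 the paper lists *AAD4* as upregulated, and here its log2 fold change was 0.05, although the probe set of *AAD16* matches it as well and was upregulated. In Table 2 it lists *RPL18B* as downregulated, and here the log2 fold change of -0.54 stayed under 1.6-fold. *RPL18B* was called without a threshold on fold change. Of the genes upregulated in untreated W303-Δ*sky1*, the paper says that most had no assigned function, while 66 of 281 had no biological process term here. In Table 5 *FOX2* rose by 0.64 on the arrays, under 1.6-fold, and was called without a threshold on fold change, and all 15 genes had the direction that the paper gives.

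In Fig. 1b all 10 matched probe sets were upregulated DEGs in treated W303-Δ*sky1*, but 7 were not downregulated DEGs with cisplatin in W303, among them *ASA1* and *TTI2*. A label left unmatched is not counted. Without a threshold on fold change 9 of the 10 were, *ASA1* and *TTI2* included. *ASA1* was also called without W303 untreated replicate 2 and without W303 cisplatin replicate 1. In Fig. 2 the paper draws *MET10* as not dependent on Sky1, while here it was a downregulated DEG in treated W303-Δ*sky1*, with -0.91. *MET10* was already lower by -0.48 in untreated W303-Δ*sky1*. Its response linked through W303, which was not tested, was 80.9% of that in W303. The call between the treated strains is therefore not by itself a difference in the response to cisplatin. The converse holds for *SUL1*, drawn as not dependent on Sky1 and under the threshold between the treated strains. It was already higher in untreated W303-Δ*sky1*, so that its linked response, not tested, was smaller there than in W303. The groups of Table 3 are given as over-represented, with P under 0.01 in FunSpec. Here 0 terms passed an adjusted p of 0.05, an unlike threshold, among the genes upregulated in untreated W303-Δ*sky1* (one-sided Fisher's exact test). Before adjustment, cytochrome *c* haem linkage and NAD+ biosynthesis were under 0.01 (exact test, p = 0.00703 for each). The other groups of Table 3 were not. Without a threshold on fold change 6 terms passed an adjusted p of 0.05.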

Other observations

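The test of a single array behind the change of *RAD59* was chosen only after the result was seen, as were the names *RAD59*, *RAD50*, *RAD6*, *RAD23* and *REC102*.

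*RAD59* was the only DEG among the *RAD* and *REV* genes with cisplatin in W303. No single array accounts for this, since its log2 fold change was at least 2.57 with each array left out in turn. Other splits of the 6 arrays of W303 called 0 genes by limma, and the real split is 1 of the 10 splits, too few for splits by themselves to exclude chance. In untreated W303-Δ*sky1*, *RAD50* was a DEG with -0.92. In treated W303-Δ*sky1*, *RAD23*, *RAD6* and *RAD50* were downregulated DEGs, with -0.70, -0.86 and -0.91. The call of *RAD23* was lost without W303 cisplatin replicate 1, at -0.65, and with the arrays shifted to the same median, at -0.67. As a list, the 33 genes had a median of -0.07 without cisplatin (limma's fry, adjusted p = 0.00024, and 0.367 with camera) and of -0.16 with it (limma's fry, adjusted p = 0.00643, and 0.331 with camera). *REC102* was higher in W303-Δ*sky1*, by 1.65 without and 2.10 with cisplatin (limma, adjusted p = 9.3e-06 and 2.99e-07).

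The overlap of the responses to cisplatin and to the deletion under cisplatin rests on the same treated W303 arrays. In simulated groups sharing these arrays with shuffled effects, the largest overlaps were 21 genes, against 48, and 19 genes, against 24, so that the shared arrays are excluded as the whole cause. The separate RMA runs are excluded as well, since at most 0.158% of the probe sets differed 1.6-fold between the tables on 1 array. For the 10 sulfur genes, a difference already present without cisplatin is excluded as the whole cause. Their median difference between the untreated strains was -0.13, within -0.48 to 0.31, against -2.14 to -0.93 between the treated strains. The difference between treated strains minus that between untreated strains, which is the difference of the linked responses, was negative for all 10 genes, from -1.83 to -0.64. It was not tested, since the tables were normalized separately. Of all 48 genes, 8 were already downregulated DEGs in untreated W303-Δ*sky1* and 1 was upregulated. The linked response, also untested, was smaller in W303-Δ*sky1* than in W303 for 47 of the 48, and not for *MET2*.

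Over all 90 genes upregulated by cisplatin in W303, the response linked through W303 was a median of 0.64 in W303-Δ*sky1*, 54.7% of that of each gene in W303, and for the 87 downregulated genes it was -0.56, or 70.2%. The tables were normalized separately and no test was made.

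Lists fixed in advance gave the following values, with limma's fry. The a-specific genes had a median difference of -0.72 between the untreated strains (adjusted p = 7.61e-05) and -0.60 between the treated strains (adjusted p = 2.99e-06). *MFA2* was lower by -1.67 and -1.80, and *BAR1* by -1.20 and -1.73. *STE2* had -0.72 without cisplatin, a call lost without W303 untreated replicate 2, at -0.63. With cisplatin in W303 their median was -0.01 and their mean 0.07 (limma's fry, adjusted p = 0.184). The α-specific genes did not pass in any comparison (limma's fry, adjusted p = 0.183, 0.606 and 0.353, in the order of W303, untreated and treated strains), but reached 0.0216 between the treated strains without W303-Δ*sky1* cisplatin replicate 3. Their medians, -0.09, -0.02 and -0.04, and means differed in sign between the strains.

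The DNA damage reporters had a median of -0.06 with cisplatin in W303 (limma's fry, adjusted p = 0.017, 0.195 with camera, 0.114 with the replicate number as a block, and 0.0573 without W303 cisplatin replicate 3). Between the untreated strains they had 0.08 (limma's fry, adjusted p = 0.00113, and 0.468 with camera), and between the treated strains 0.25 (limma's fry, adjusted p = 4.25e-05), where 4 of 10 were upregulated DEGs. The phosphate genes had -0.12 with cisplatin in W303 (limma's fry, adjusted p = 0.0149, 0.186 with camera, 0.0656 without W303 cisplatin replicate 2 and 0.0647 without W303 cisplatin replicate 3). They had -0.37 between the untreated strains (limma's fry, adjusted p = 0.00124) and -1.16 between the treated strains (limma's fry, adjusted p = 1.09e-06), with 5 of 8 downregulated DEGs, *PHO89* at -2.07 and *PHO84* at -1.20 among them.

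The genes of general amino acid control had 0.03 with cisplatin in W303 (limma's fry, adjusted p = 0.11) and 0.39 between the untreated strains (limma's fry, adjusted p = 0.000423). For the treated strains the median was 0.00 (limma's fry, adjusted p = 0.111, 0.0319 with the replicate number as a block, and 0.0143 without W303 cisplatin replicate 1). The stress reporters had -0.04, -0.02 and 0.29 in the same order (limma's fry, adjusted p = 0.373, 0.606 and 0.000754). The W303 markers had -0.18, 0.23 and 0.12 (limma's fry, adjusted p = 0.00719, 0.00315 and 0.507, and 0.171 and 0.541 with camera for the first pair). Of these lists the count of genes with an adjusted p under 0.05 differed between all genes and the list alone for the DNA damage reporters (3 and 4) and general amino acid control (6 and 7) with cisplatin, for the W303 markers with cisplatin (2 and 4) and between the treated strains (3 and 2), and for the stress reporters between the untreated strains (2 and 1).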
